# Distinct subpopulations of DN1 thymocytes exhibit preferential γδ T lineage potential

**DOI:** 10.3389/fimmu.2023.1106652

**Published:** 2023-04-03

**Authors:** Seungyoul Oh, Xin Liu, Sara Tomei, Mengxiao Luo, Jarrod P. Skinner, Stuart P. Berzins, Shalin H. Naik, Daniel H. D. Gray, Mark M. W. Chong

**Keywords:** thymocyte, lineage decision, scRNAseq, T cell development, gamma delta (γδ) T cells

## Abstract

The αβ and γδ T cell lineages both differentiate in the thymus from common uncommitted progenitors. The earliest stage of T cell development is known as CD4^-^CD8^-^ double negative 1 (DN1), which has previously been shown to be a heterogenous mixture of cells. Of these, only the CD117^+^ fraction has been proposed to be true T cell progenitors that progress to the DN2 and DN3 thymocyte stages, at which point the development of the αβ and γδ T cell lineages diverge. However, recently, it has been shown that at least some γδ T cells may be derived from a subset of CD117^-^ DN thymocytes. Along with other ambiguities, this suggests that T cell development may not be as straightforward as previously thought. To better understand early T cell development, particularly the heterogeneity of DN1 thymocytes, we performed a single cell RNA sequence (scRNAseq) of mouse DN and γδ thymocytes and show that the various DN stages indeed comprise a transcriptionally diverse subpopulations of cells. We also show that multiple subpopulations of DN1 thymocytes exhibit preferential development towards the γδ lineage. Furthermore, specific γδ-primed DN1 subpopulations preferentially develop into IL-17 or IFNγ-producing γδ T cells. We show that DN1 subpopulations that only give rise to IL-17-producing γδ T cells already express many of the transcription factors associated with type 17 immune cell responses, while the DN1 subpopulations that can give rise to IFNγ-producing γδ T cell already express transcription factors associated with type 1 immune cell responses.

## Introduction

The αβ and γδ T cell lineages both arise from common progenitors that seed the thymus from the bone marrow (1, 2). In mice, the earliest stages of T cell development are termed double-negative (DN) because they lack CD4 and CD8 expression. These are further subdivided into DN1 (CD44^+^CD25^-^), DN2 (CD44^+^CD25^+^), DN3 (CD44^-^CD25^+^), and DN4 (CD44^-^CD25^-^) stages. DN1 thymocytes are known to be a heterogenous mixture of cells, based on the expression of cell surface markers such as CD24 and CD117 (c-Kit), proliferative capacity, and expression of early T lineage genes (3). Of these, the CD117^+^ fraction, which is referred to as “early thymic progenitors” (ETPs), is able to differentiate into DN2 stage cells (3) and appear to be the most efficient at generating CD4^+^CD8^+^ double-positive (DP) αβ lineage thymocytes (4). These ETPs are derived from bone marrow progenitors (5), and they still have the capacity to differentiate into NK cells (3, 6, 7) suggesting that they remain uncommitted to the T cell lineage. These cells express transcriptional regulators that are associated with stemness as well early regulators of T cell identity (8). ETPs can be further divided into CD24^-^ and CD24^lo^ subpopulations, termed DN1a and DN1b cells, respectively, which are thought to have a precursor–progeny relationship (3). Interestingly, within these ETPs, there is also a CD63^+^Ly6c^+^ subpopulation that appears to be a granulocyte-committed precursor with no T cell potential (8). Thus, even within ETPs, there is significant heterogeneity.

The γδ lineage has been proposed to bifurcate from the main developmental pathway at the DN2>DN3 transition, when *Tcrb/g/d* gene rearrangement occurs (9–12), because clonal assays of ETPs and DN2 thymocytes show that a large proportion at these cells can give rise to both lineages, but this biopotency is lost by the DN3 stage (10). As thymocytes do not express cell surface TCR until late DN3, it suggests that the αβ vs. γδ commitment occurs independently of a TCR signal. There remains, however, some debate because strong TCR signals can divert TCRβ-pTα (pre-TCR)-expressing DN3 thymocytes towards the γδ lineage (13), suggesting that there remains some plasticity at the DN3 stage. Subsequently, another study showed that when DN3 thymocytes express both a pre-TCR and γδTCR, the pre-TCR contributes to generating a strong TCR signal that drives γδ differentiation (14). Thus, rather than revealing plasticity, strong TCR signaling at the DN3 stage may in fact be re-enforcing the differentiation of γδ-committed cells.

Thus, the current favored model of early T cell development is that the ETP subpopulation of DN1 thymocytes is the most immature population in the thymus, which progress to the DN2 stage, at which point commitment toward either the αβ and γδ lineages is initiated. Completion of lineage commitment then occurs at the DN3 stage. The DN3 stage is also when cells are selected for expression of a functional TCRβ in complex with pre-Tα, which is known as β-selection, or for expression of a complete γδTCR dimer (15).

However, *in vitro* clonal assays have shown that DN3 thymocytes can give rise to a far greater frequency of γδ cells than when starting from DN2 thymocytes (10). This is inconsistent with a simple linear progression model, although this discrepancy could reflect differing survival or plating efficiencies. Moreover, a significant oversight of this model is that it ignores the large number of CD117^-/lo^ DN1 thymocytes that exist. These remaining CD117^-^ DN1 thymocytes can be separated into CD117^lo^CD24^hi^ (DN1c), CD117^-^CD24^hi^ (DN1d), and CD117^-^CD24^-^ (DN1e) subpopulations. However, they were not previously considered part of the T cell developmental pathway because they do not expand as much as the DN1a and DN1b subpopulations when placed in culture (3). Moreover, they appear to differentiate faster than DN2 thymocytes when cultured on OP9-DL1 monolayers, whereas DN1a and DN2b thymocytes progress with kinetics consistent of being developmentally earlier than DN2 (3).

Potentially, these CD117^-/lo^ DN1 thymocytes may primarily be the progenitors of non-T lineages as it has been shown that dendritic cells can differentiate from these cells as well as from ETPs (16, 17). However, it was recently shown that a subset of IL-17-producing γδ T cells are in fact derived from Sox13-expressing DN1d thymocytes, not from ETPs (18), and therefore not *via* the canonical ETP>DN2>DN3 pathway.

This finding that IL-17-producing γδ T cells can differentiate from DN1d thymocytes also points to another feature of γδ T development that differs from the development of most αβ T cells, that effector outcomes are determined in the thymus rather than in the periphery. First, the expression of IL-17A or IFNγ by mature γδ T cells correlates with Vγ chain usage. Vγ2^+^ γδ T cells tend to produce IL-17A while Vγ1.1^+^ γδ T cells tend to produce IFNγ (19, 20). Additionally, weak TCR signaling may promote an IL-17A phenotype in γδ T cells, whereas strong signaling promotes an IFNγ phenotype (21).

While there is little controversy to αβ T cell development progressing *via* the DN2 and DN3 stages and that at least some γδ cells bifurcate at the DN3 stage, the ambiguities described suggest that the αβ vs. γδ decision lineage decision is not as strict as the prevailing model and that there is still much to be clarified at these early stages of T cell development. Notably, CD117^-/lo^ DN1 thymocytes cannot be simply omitted from a model of T cell development as highlighted by the finding that at least some IL-17-producing γδ T cells develop from DN1d thymocytes. To better characterize the earliest stage of T cell development, particularly the composition of the DN1 population, we performed single-cell RNA sequencing (scRNAseq) of mouse DN and γδ thymocytes to determine the transcriptional heterogeneity at single-cell resolution. By delineating transcriptionally distinct subpopulations and assessing their lineage potential, we better clarify the composition of the DN populations, particularly of DN1 thymocytes.

## Materials and methods

### Mice and thymocyte preparations

Thymuses were harvested from C57BL/6 mice at 6–7 weeks of age. All experiments were approved by the St Vincent’s Hospital Animal Ethics Committee and performed under the Australian code for the care and use of animals for scientific purposes.

Total thymocytes were obtained by crushing the thymus through a metal sieve to generate a single cell suspension. The cells were washed with PBS and filtered through a 70 µm sieve to remove any clumps. CD4^+^- and CD8^+^-expressing thymocytes were depleted using anti-CD4 and CD8 magnetic-activated cell-sorting (MACS) beads (Miltenyi Biotec), according to the manufacturer’s instructions. The depleted thymocyte preparation was stained with surface antibodies for sorting on a FACSAria (BD Biosciences).

### Flow cytometry

For the analysis of cell surface phenotype, cells were simply stained with antibodies. For the analysis of intracellular cytokine expression, cells were first restimulated *in vitro* with 50 ng/mL PMA + 2 µg/mL ionomycin (both Sigma-Aldrich) in the presence of Monensin (BD Biosciences) at 37°C for 2.5 h before staining with cell surface antibodies. The cells were then fixed with the Intracellular Fixation and Permeabilization buffer set (eBioscience) and stained with antibodies against cytokines. All antibodies were purchased from eBiosciences except for the anti-CD53 and TCR Vγ1.1 antibodies, which were purchased from BD Biosciences. The full list of antibodies can be found in **Supplementary Table 1**. Flow cytometry data were acquired on LSR Fortessa III (BD Biosciences) and analyzed with the FlowJo v10.7.0 (Treestar) software. When only analyzing cell surface phenotype, dead cells were excluded using DAPI. For intercellular cytokine analyses, the cells were not stained with DAPI but were gated on live cells determined by size.

### Single-cell RNA sequencing

Sorted thymocytes were counted and checked for viability, then loaded onto the Chromium platform (10x Genomics) for scRNAseq library construction using the Single Cell V2 or V3.1 Reagent Kit according to the manufacturer’s instructions. Libraries were sequenced using 150-cycle/150-bp-reads NextSeq500 (Illumina) or 300-cycle/150-bp-reads Novaseq (Illumina). Sequencing files were demultiplexed and aligned to the *Mus musculus* transcriptome reference (mm10), and count matrix was extracted using the CellRanger Single Cell software v2.1.1 or v4.0.0 (10x Genomics) (22).

The Illumina sequencing output was pre-processed with Seurat (v2.3 or v.3.2.2) on R (v3.6.3 and 4.1.0). Cells with <500 genes, >5000 genes, or >7% mitochondria gene expression were filtered out as low-quality cells. Following normalization and removal of confounders, highly variable genes were identified and selected using the VST selection method (23). Unsupervised linear principal component analysis (PCA) was performed on these highly variable genes to group them into 20 principal components. Cell clustering was implemented using the number of components that retain >90% of variance of gene expression in the data.

DoubletFinder (v2.0.3) was applied to remove likely sequencing doublets before downstream analyses (24). The expected number of doublets was calculated as 0.75% of recovered cells. The remaining cells were re-clustered and visualized with t-distributed stochastic neighbor embedding (t-SNE) or uniform manifold approximation and projection (UMAP) dimensional reduction. Differential expression between subclusters was carried out using the FindAllMarkers function, with default parameters; differentially expressed genes with adjusted p-value <0.05 and fold change >0.5 or <-0.5 (log2FC) were considered unless otherwise stated.

Cell cycle genes specific to the G1, S, or G2/M stages were used to perform cell cycle scoring and assign cells to their respective stage of the cell cycle (25). Cell cycle genes were regressed out using Seurat’s built-in regression model.

### Merging of multiple scRNAseq datasets

To compare cell types and proportions across three independent sequencing runs, the datasets were integrated as described at https://satijalab.org/seurat/archive/v3.0/integration.html (26). The Seurat package (v.3.2.2) was used to assemble multiple distinct scRNAseq datasets into an integrated dataset and cell cycling scores were calculated. To remove technical variability, the datasets were pre-processed and normalized using SCTransform (27). To correct for experimental batch effect, integration anchors were identified between the experiments then merged using canonical correlation analysis. Linear dimensional reduction was applied and principal components that retain >90% of variance of gene expression in the data were included for downstream analysis. Unsupervised clustering was implemented on the integrated data.

### Pseudotime trajectory construction

Filtered 10x data was imported into Monocle 2 by generating a cell dataset from the raw counts slot of the Seurat object. Cells were ordered into a branch pseudotime trajectory according to the procedure recommended in the Monocle 2 documentation (28). The highly variable genes identified by Seurat were chosen as ordering genes to recover pseudospatial trajectories using the setOrderingFilter, reduceDimension, and orderCells functions in Monocle 2 with default parameters. Differential expression between pseudotime states was determined using the Seurat function FindAllMarkers.

Slingshot (29) was also employed to infer developmental trajectories using the umap, clusterLabels = seurat_clusters, and start.clus = X functions, with DN1 cells fixed as the starting point.

### OP9-DL1 co-cultures

Thymocyte subpopulations of interest were purified by MACS depletion followed by cell sorting and then plated onto OP9-DL1 monolayers (30). The OP9-DL1 cells were inactivated with Mitomycin C (Stem Cell) immediately prior to use. 10^3^ sorted thymocytes were seeded per well in 96-well plates in αMEM (Thermo Fisher) supplemented with 20% FCS (Bovogen Biologicals), penicillin/streptomycin/gentamycin (Sigma), 2 ng/mL murine IL-7 (Peprotech), and 5 ng/mL human FLT3L (Peprotech). The media were refreshed every 2 days and freshly inactivated OP9-DL1 cells were added every 4 days.

### Cellular barcoding

Sorted total DN1 thymocytes were pre-cultured on OP9-DL1 for 24 h. The cells were then transduced with barcode lentivirus library (31) in StemSpan medium (Stem Cell Technologies) by centrifugation at 900×*g* for 1.5 h at room temperature. A viral titer pre-determined to give 5–10% transduction efficiency was used to ensure that the cells were not transduced with multiple barcodes; 2 ng/mL murine IL-7 and 5 ng/mL human FLT3L were then added to each well and the cells were returned to the incubator. The following day, fresh αMEM with supplements was added. αβ (CD90.2^+^ CD8α^+^ TCRγδ^-^) and γδ (CD90.2^+^ CD8α^-^ TCRγδ^+^) lineage cells were sorted after 14 d and 20 d of the OP9-DL1 co-culture.

Barcode library construction was performed as described previously (31). The cells were lysed in 0.5 mg/ml Proteinase K (Invitrogen) in Direct PCR Lysis Buffer (Viagen) at 55°C for 2 h. The Proteinase K was then inactivated at 85°C for 30 min and 95°C for 5 min. The lysate was split into two wells for technical replicate PCRs. A first round of PCR was performed using 1× Standard-Taq magnesium-free reaction buffer pack (NEB) with 2 mM MgCl2 (NEB), 0.2 mM dNTPs (made in house), 0.5 μM TopLiB forward primer (TGCTGCCGTCAACTAGAACA), and 0.5 μM of BotLiB reverse primer (GATCTCGAATCAGGCGCTTA) for 32 cycles (1 cycle at 95°C for 5 min, 30 cycles at 95°C for 15 s, 57.2°C for 15 s, and 72°C for 15 s followed by 1 cycle at 72°C for 10 min). A second round of PCR was then performed to add different Illumina index to each sample by amplifying the first-round PCR product with a sample specific Illumina forward index primer and a common Illumina reverse index primer for 32 cycles (1 cycle at 95°C for 5 min, 30 cycles at 95°C for 15 s, 57.2°C for 15 s, and 72°C for 15 s followed by 1 cycle at 72°C for 10 min). An aliquot of the PCR product was run on 2% agarose gel to check for barcode amplification, then the samples were pooled, and the DNA was cleaned using NucleoMag SPRI beads (Machery-Nagel).

The 75-cycle sequencing runs were performed on a NextSeq instrument (Illumina). The data was demultiplexed and aligned to the reference barcode library using the *processAmplicons* function from the edgeR package (32). The barcode counts were then processed in the following steps: 1) barcodes with less than two read counts in all sample/cell types were excluded from the analysis; 2) barcodes that were detected in the water control were also removed from the analysis; 3) the read count between technical replicates of the same sample was averaged and the total read count in each sample was then normalized to 100%. The normalized barcode profiles were checked for any biases by t-SNE clustering. DBSCAN (version 1.1-8) was then used to classify barcodes based on their corresponding t-SNE coordinates.

### Fetal thymic organ culture (FTOC)

Fetal thymic lobes were isolated from embryos at gestational Day 14.5 following timed pregnancies of C57BL/6 female mice. They were cultured for 5 days on 0.8-mm isopore membranes (Millipore) atop surgical gelfoam sponge (Ferrosan Medical Devices) soaked in RPMI-1640 (Sigma) supplemented with 10% FCS (Bovogen Biologicals), 20 mM HEPES (Sigma-Aldrich), 50 mM 2-mercaptoethanol (Sigma), and 1.35 mM 2′-deoxygyanosine (dGuo, Sigma) to deplete endogenous thymocytes. The depleted thymic lobes were then transferred onto new sponges soaked in fresh media with supplements but without dGuo for 2 days before repopulation with thymocyte progenitors. To repopulate thymic lobes, they were placed in 20 mL hanging drop cultures on Terasaki plates (Sigma-Aldrich) containing 5×10^2^ to 2×10^3^ sorted thymocytes for 24 h before returning to fresh sponges. The media were refreshed every 3–4 days. After 14 days, single cell suspensions of the thymic lobes were generated by passing through a 70-mm sieve for analysis by flow cytometry.

### Statistical analysis

Statistical testing was performed with one-way analyses of variance (ANOVA) using Prism v9 (GraphPad). p-Values are shown as * < 0.05, ** < 0.01, *** < 0.001, and **** < 0.0001 where each statistical significance was found, and all data are represented as means ± S.E.M.

### Data availability

All scRNAseq datasets have been deposited in the NCBI Gene Expression Omnibus repository under accession number GSE188913.

## Results

### A comprehensive transcriptional map of early T cell development at single-cell resolution

To better characterize the heterogeneity of the early stages of T cell development, we analyzed the transcriptional landscape of DN and γδ thymocytes at single-cell resolution. Cells were sorted from the thymus of C57BL/6 mice for analysis by 10x scRNAseq over three independent runs (**Figures 1A, B**; **Table 1**; **Supplementary Figure 1A**). The first run consisted of total DN (defined as CD4^-^CD8^-^B220^-^CD11b^-^CD11c^-^NK1.1^-^TCRβ^-^) and TCRγδ^+^ thymocytes, the second consisted only of DN1 and DN2 (CD4^-^CD8^-^CD44^+^B220^-^CD11b^-^CD11c^-^NK1.1^-^TCRβ^-^TCRγδ^-^) cells, and the third involved sorting DN1+DN2, DN3 and TCRγδ^+^ cells separately and mixing back together post-sort at a ratio of 55% to 30% to 15%, respectively. 

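Each of the 3 runs gave 1 10x library from the pooled thymi of C57BL/6 mice. No sort was repeated, so the libraries are not replicates of each other. For each library, the authors deposited the number of unique molecular identifiers (UMIs) that Cell Ranger counted on each gene of the mm10 genome in each cell it called, without normalization. The counts summed to 39947415 UMIs in the first run, 52797915 in the second and 98533329 in the third. The median cell held 5982, 4830 and 8343 UMIs in the first, second and the third run, respectively. Cells were filtered with the limits that the paper gives, and clustered and integrated after its workflow with some other settings, and each cluster was named by the genes that mark a stage. The clusters and names were thus made anew and may differ from those of the paper, so that a population is called DN1-like, for example, when its name rests on these genes. A set of 56 genes whose levels are reported was left out of the genes used for clustering, so that these levels did not define the clusters. Levels are given as CPM, the counts of a gene scaled to a common total of all counts summed over the cells of a population. The interval after a level is the exact Poisson 95% interval, and the interval after a share of cells is the exact Clopper-Pearson 95% interval. Both cover counting error only, since cells of 1 library are not replicates, and no test was made within a library. Tests were made only for the γδ clusters, in the first and the third runs, and for the DN1-like clusters, in the second and the third. Cells of the third run were assigned to the DN1-like clusters of the second by label transfer. They were thus chosen for their likeness to these clusters, so the third run is not an independent replicate in the DN1 tests. The second and the third runs differed in their sorts, since the third held TCRγδ+ cells. In the third run, 99.3% of the cells assigned to DN1d and 62.8% of those assigned to DN1c lay in the γδ clusters. For each test, the counts of each cluster in each run were summed and compared by the quasi-likelihood test of edgeR. The run was a block, and p-values were Benjamini-Hochberg adjusted. Gene positions are given on GRCm38, the build of mm10, from the GENCODE annotation.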

The latter two runs were performed to ensure that a sufficient number of DN1 and DN2 cells were captured for high-resolution analysis that is not possible by analyzing total DN cells.

**Figure 1:**
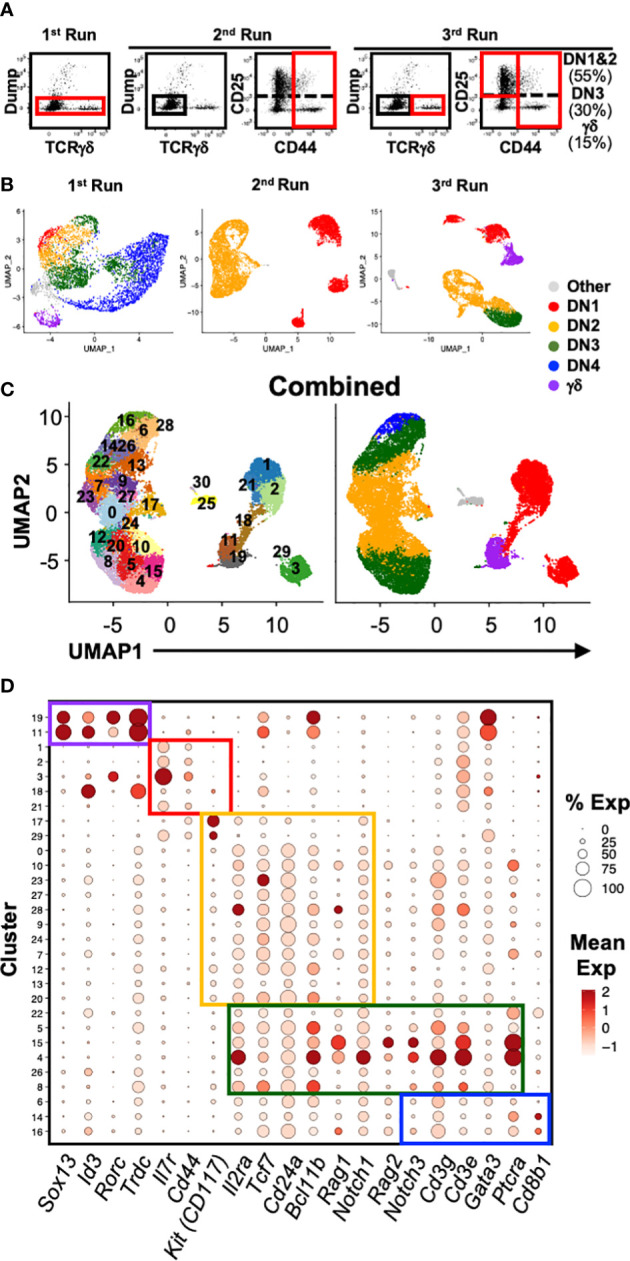
Single-cell RNA sequencing analysis of early T cell development. **(A)** Shown are the gating strategies used to sort DN and γδ thymocytes from C57BL/6 mice for 10x scRNAseq. Three separate runs were completed: 1st = total DN and TCRγδ^+^ cells; 2^nd^ = Only DN1 and DN2 cells; 3^rd^ = DN1 plus DN2, DN3 and TCRγδ^+^ cells were sorted separately, and then mixed back together post-sort at a ratio of 55% to 30% to 15% respectively. Dump = CD4, CD8, B220, CD11b, CD11c, NK1.1 and TCRβ. **(B)** Following processing of the 10x data on CellRanger, each dataset was analyzed for clustering based on the first 12 principal components in Seurat. Shown is the UMAP visualization of each run color-coded to DN developmental stage, TCRγδ^+^ thymocytes or other (non-thymocytes). **(C)** The three datasets, totaling 22,094 cells, were integrated with SCTransform, then clustered with Seurat. A minimal resolution of 2.0 was selected such that no cluster contained a mixture of pre- and post-T lineage commitment cells (DN2a versus DN2b) or pre- and post-β-selection cells (DN3a versus DN3b). The resulting clusters (left plot) were then annotated to DN developmental stage, TCRγδ^+^ thymocytes or other (non-thymocytes) (right plot). **(D)** Dot plots showing expression of selected markers used to assign individual clusters to DN development stage. The markers are grouped (colored boxes) based on contribution to assigning to each of the 5 broad populations.

**Table 1:** Summary of single-cell RNA sequencing runs.

Parameter	1^st^ 10x run	2^nd^ 10x run	3^rd^ 10x run
Cell sorting	DN + γδ	DN1 + DN2	DN1 & DN2 (55%) γδ (15%) DN3 (30%)
Number of cells loaded	17,500	18,000	17,500
Targeted number of cells (recovery)	10,000	10,000	10,000
Estimated number of cells (From Cell Ranger)	5,527	8,887	8,869
Mean Reads per cell	82,999	58,813	45,036
Median Genes per cell	2,149	1,814	2,735
Median UMI Counts	5,982	4,830	8,343
Filtering (no. cells removed)	5,253 (274)	8,851 (36)	7,990 (879)
Detecting highly variable genes	2,036 HVGs (Feature Selection)	2000 HVGs (VST Selection)	2000 HVGs (VST Selection)
Dimensionality reduction	15PCs (90% variance)	11PCs (91% variance)	11PCs (90% variance)
DoubletFinder (PC distance matrix)		pK = 0.005	pK = 0.24
Number of doublets	700	750	750
Doublets removal (Dimensionality reduction)	2,066 HVGs 15PCs (90% variance)		10PCs (90% variance)
Resolution (no. clusters)	2.0 (19)	2.0 (26) (25- doublets removed)	2.0 (27)
Cell cycle regression (re-clustering)	14PCs (>90% variance)	14PCs (>90% variance)	
Cell cycle regression (re-clustering)	2.0 (19)	2.0 (25)	

A total of 22,094 high-quality cells passed quality control checks across the three datasets. 

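Of the 23283 cells deposited, 1404 fell outside the limits of 500 to 5000 genes or exceeded 7% mitochondrial counts. The remaining 21879 cells comprised 5516 of the first run, 8852 of the second and 7511 of the third. Most of the cells removed came from the third run, where 762 exceeded the mitochondrial limit, 552 had more than 5000 genes and 199 had fewer than 500. Lowering the mitochondrial limit to 5% moved the total most among the limits tried and left 21156 cells. Doublets were scored with Scrublet in place of DoubletFinder. The cells with the highest scores were removed, as many as the doublets listed in Table 1, which were 700, 750 and 750 for the 3 runs in order. The cells so removed had a median of 9465 UMIs in the first run, 8451 in the second and 13824 in the third, while the cells kept had a median of 5557, 4507.5 and 8066 UMIs. This left 19679 cells.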

The datasets were first integrated by anchoring common cells (26) in order to assemble a global view of early T cell development. To recover biological distinction from the different replicates and minimize batch-associated variability, the pooled data was normalized using SCTransform. Following dimensional reduction, unsupervised clustering was performed using the first 12 PCs. Next, we performed clustering of the cells at different resolutions starting from 0.5 up to 3.0. We selected a minimum value that was sufficient to separate pre- and post-T lineage commitment cells (DN2a vs. DN2b) and pre- and post-β-selection cells (DN3a vs. DN3b) into different clusters; 2.0 was determined to be the minimum resolution. This identified 30 distinct clusters (**Figure 1C**; **Supplementary Figure 1B**), which were assigned to a canonical DN stage or γδ thymocytes based on the expression of key marker genes (**Figure 1D**; **Supplementary Figure 2**). 

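Integration of the 19679 cells and clustering of the first 12 principal components at a resolution of 2.0 gave 31 clusters. At a resolution of 1.0, which moved this number most, there were 19 clusters. By marker genes, 4 clusters with 4173 cells were DN1-like, 3 with 2317 cells DN2a-like and 4 with 2311 cells DN2b-like. A further 7 clusters with 4524 cells were DN3-like, 8 with 4121 cells were DN4-like and 2 with 1814 cells were γδ thymocytes. The remaining clusters were B cells, with 372 cells, and 1 cluster of 47 cells that was left without a name. It held 82.1% of the 28 cells that were named erythroid when the second run was clustered by itself. The populations differed between the runs only in part in the way the sorts differed. DN1-like cells made up 1.68% of the first run, 32.0% of the second and 22.2% of the third. γδ thymocytes made up 5.11% (4.50% to 5.77%) of the first run and 14.9% (14.1% to 15.8%) of the third. Of the second run, which had been sorted against TCRγδ, 6.90% (6.36% to 7.47%) of cells lay in the γδ clusters. A further 1421 and 1354 cells of the second run lay in the DN3-like and DN4-like clusters, although the sort took only DN1 and DN2 cells. When the second run was clustered by itself, only the stages DN1 and DN2 were allowed as names, and 78.0% and 80.6% of these cells, respectively, lay in DN2b-like clusters. In the third run, 802 cells (11.9%) lay in DN4-like clusters, although no DN4 cells were sorted into its mix. It also held 335 of the B cells, although B220 was among the markers gated out.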

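Il7r (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176) was counted at 932 CPM (918 to 946) in the DN1-like cells of the integrated data, and Cd44 (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665) at 106 CPM (102 to 111). In the DN2a-like cells, these levels were 143 CPM for Il7r and 23.9 CPM for Cd44. Il2ra (ENSMUSG00000026770, chromosome 2, 11642807 to 11693193) was at 18.9 CPM in DN1-like cells and 353.5 CPM in DN2a-like cells, while Cd24a was at 23.2 and 544 CPM and Notch1 at 43.1 and 158 CPM. These 5 genes were among those that named the clusters, so that their levels describe the names and are not a separate result. Tcf7 (ENSMUSG00000000782, chromosome 11, 52252371 to 52283014) and Bcl11b (ENSMUSG00000048251, chromosome 12, 107910403 to 108003602) took no part in the naming. Tcf7 was at 132 CPM (127 to 137) in DN1-like cells and 362 CPM in DN2a-like cells, and Bcl11b was at 181 CPM (175 to 187) and 451 CPM. In the first run, which had only 81 DN1-like cells, Bcl11b was at 515 and 531 CPM and Tcf7 at 439 and 362 CPM in DN1-like and DN2a-like cells, so that the order of Tcf7 was turned around there.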

High *Cd44* and *Il7r* expression but low T lineage gene expression, including *Il2ra, Tcf7, Cd24a, Notch1, and Bcl11b*, identified DN1 cells. DN2 cells were identified by upregulation of T lineage genes and downregulation of *Il7r*. 

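Ptcra (ENSMUSG00000036858, chromosome 17, 46755663 to 46763712) rose from 12.0 CPM in DN2a-like cells and 61.8 CPM in DN2b-like cells to 306 CPM (299 to 313) in DN3-like cells. Over the same stages, Il2ra went from 353.5 and 288 CPM to 502 CPM and fell to 152 CPM in DN4-like cells. Cd8b1 (ENSMUSG00000053044, chromosome 6, 71322788 to 71337494) was at 6.14 CPM in DN3-like cells and 55.3 CPM (53.2 to 57.4) in DN4-like cells. This level of Cd8b1 rested on the first run, where the DN4-like cells had 130.2 CPM, against 3.35 CPM in the second run and 4.93 CPM in the third. These genes also named the clusters. Notch1 and Bcl11b were both highest in DN3-like cells, at 377.5 and 829.5 CPM, respectively, of which Bcl11b was not used for the names.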

DN3 cells were identified by *Ptcra* and further upregulation of T lineage genes. Low *Cd8b1* and loss of *Il2ra* distinguished DN4 from DN3 cells. 

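Trdc (ENSMUSG00000104876, chromosome 14, 54142851 to 54148868) was at 1692 CPM (1668 to 1717) in the γδ clusters and between 122 and 463 CPM in the DN1-like to DN4-like cells. Id3 (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755) was at 312 CPM in the γδ clusters and at most 93.2 CPM elsewhere. Both genes named these clusters. Sox13 (ENSMUSG00000070643, chromosome 1, 133382303 to 133424377), which did not name them, was at 268 CPM (258 to 278) over both γδ clusters and at 14.0 CPM or less in every other stage, but the level in the 2 γδ clusters was 398.5 and 22.8 CPM.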

High *Trdc, Id3, Sox13*, and *Rorc* identified γδ thymocytes. This indicates that multiple subpopulations correspond to each of the canonical DN stages.

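Il7r ranged from 441 to 1264 CPM over the 4 DN1-like clusters, Ptcra from 81.75 to 578 CPM over the 7 DN3-like clusters and Cd8b1 from 41.2 to 80.9 CPM over the 8 DN4-like clusters. Among genes outside the naming, Bcl11b ranged from 104 to 255 CPM over the DN1-like clusters and from 118 to 724 CPM over the 3 DN2a-like clusters. The number of clusters within a stage depends on the resolution, which was taken from the paper.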

Because there is a massive expansion of cell number between the ETP and DP stages, we also tested the effect of cell cycle gene expression on the clustering. Cell cycling scores were calculated from the integrated data and regressed using Seurat’s built-in regression model (**Supplementary Figure 3**). There was a slight variation in the number of output clusters, but we did not observe any biological variability that could be explained by cell cycle status. 

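After regression of the S and G2/M scores, the integrated data again gave 31 clusters. The 2 clusterings shared an adjusted Rand index of 0.388, where 1 means the same groups and 0 the overlap of random groups. The index compares which cells are grouped together, and the expression profiles of the clusters were not compared. Changing only the random seed of the clustering, without regression, gave an index of 0.789. Of the 31 clusters without regression, 17 had over 50% of their cells in 1 cluster after it. The clusters after regression were not named anew. By the names without regression, 81.7% of cells had the stage that was most frequent in their new cluster. Among the alternatives tried, resolution 1.0 moved the index most, to 0.579, with 17 clusters after regression.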

The genetic profiles were nearly identical between the outputs with cell cycle genes left in and regressed out. Thus, the transcriptional heterogeneity of DN thymocytes observed is not simply a result of being in a different phase of the cell cycle. This also meant that exclusion of cell cycle genes was not necessary for downstream analyses.

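The phase assigned from the S and G2/M genes differed between the stages and between clusters of a stage. The share of cells in G1 was 98.15% in DN1-like cells, 50.1% in DN2a-like, 20.7% in DN2b-like, 94.4% in DN3-like and 5.75% in DN4-like cells, and 92.2% in γδ thymocytes. Since the number of UMIs differs between cells, the cells were also thinned to 2000 UMIs each, which left out at most 12 cells of a stage. DN1-like cells then had 1.37% in S and 1.15% in G2/M, and the shares in G1 of the others were 53.95%, 23.5%, 92.4%, 9.36% and 91.1% in the same order. At all UMIs, the share of cells in S or G2/M ran from 6.37% to 84.7% over the 3 DN2a-like clusters and from 2.46% to 18.9% over the 7 DN3-like clusters. The 4 DN1-like clusters lay between 1.10% and 2.74%. Cell cycle genes were not kept out of the clustering, so the differences in phase between stages may in part be built into the clusters. Of the DN4-like cells, 1354 came from the second and 802 from the third run, neither of which was sorted for DN4. Their Il2ra was at 229 and 224 CPM, respectively, against 43.9 CPM in the DN4-like cells of the first run.

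**Figure D1:**
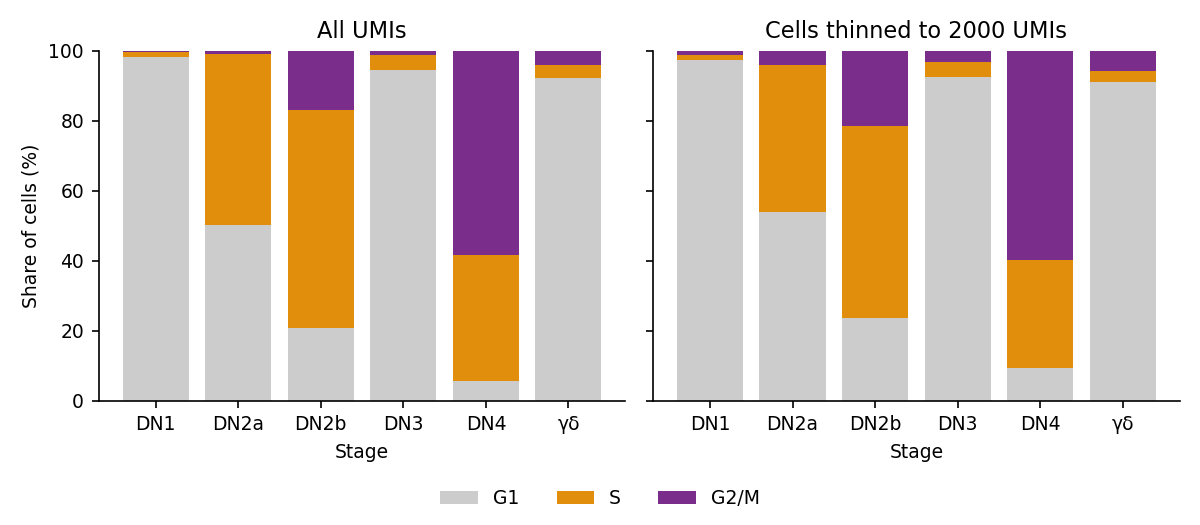
Share of cells (%) in G1, S and G2/M for each stage of the integrated data, from all UMIs and after thinning each cell to 2000 UMIs. G1 is 98.15% in DN1-like cells and 5.75% in DN4-like cells. Cell cycle genes were not kept out of the clustering that gave these stages.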

### Trajectory analysis implies that γδ T cell development branches from DN1 thymocytes

We next employed Monocle 2 (28) to infer a potential developmental pathway from the scRNAseq data of DN and γδ thymocytes by ordering the cells based on tracking gene expression in pseudotime analysis (**Figure 2A**). This assembled the cells along an asymmetric trajectory that divided into six states (**Figure 2B**). Each state was then analyzed for the expression of signature genes (**Figure 2C**) to assign to a stage in development. State 2, comprising DN1 and some DN2a cells, was identified as pre-T lineage committed cells, and therefore the starting point. State 3 contained T lineage committed cells and cells that had passed β-selection, and therefore corresponded to the main αβ pathway, with DN4 as the endpoint. States 5 and 6 contained T lineage committed cells but terminated with DN3 cells. State 1 corresponded to the γδ branch. Thus, based simply on the transcriptomic profile of the cells, Monocle 2 appears to infer that γδ cells develop directly from DN1.

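Monocle 2 was not run here. In its place, the 20 nearest cells outside the γδ clusters were found for each γδ thymocyte of the first run, in the space of the first 15 principal components of that run. Cells took the names of their integrated clusters. When the first run was clustered by itself, no cluster was named γδ, and the DN1-like cluster held 224 cells. A cluster of 263 cells with Trdc at 1869 CPM was left without a name there. Of the neighbors of the 246 γδ thymocytes, 56.3% were DN1-like cells, which made up 1.77% of the 4570 cells that could be neighbors. DN4-like cells made up 17.0% of the neighbors and 43.0% of the available cells, DN3-like cells 14.0% and 30.0%, DN2b-like cells 9.84% and 15.4%, and DN2a-like cells 2.81% and 9.56%. The share of DN1-like neighbors fell most, to 36.7%, when the 56 reported genes were left among the variable genes, and DN1-like cells were the most frequent neighbors in each alternative tried. Neighbors show which cells are alike and give no order in time. In the second run, only 0.458% of DN1d-like and 38.8% of DN1c-like cells, described below, lay in the integrated DN1-like clusters. The name DN1-like thus covers mainly other DN1 cells here.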

**Figure 2:**
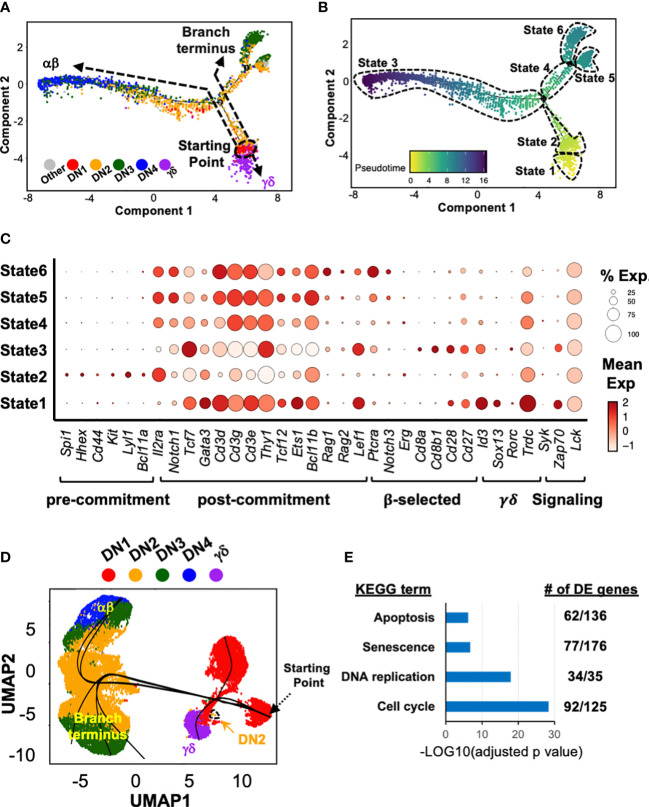
Trajectory analysis suggests that at least some γδ thymocytes develop directly from DN1 thymocytes. **(A)** Pseudotime analysis of total DN and γδ thymocytes (first 10x run) with Monocle 2. The cells are color-coded by thymocyte development stage (DN1 to 4 or γδ) based on expression of key marker genes (described in **Supplementary Figure 2**) by the individual clusters. **(B)** Six distinct states were identified within this asymmetric trajectory. **(C)** Dot plots for expression of key genes across the six states. Markers genes are grouped based on usage to assign to the indicated stages in early T cell development. **(D)** The three 10x datasets were integrated then subjected to Slingshot analysis, with the farthest grouping of DN1 thymocytes assigned as the starting point. **(E)** Differential gene expression (DE) analysis was performed on States 4, 5 and 6 (combined) compared to State 3. The DE genes were then analyzed for KEGG term enrichment. Shown are four of the terms with significant enrichment. The number of DE genes for each term is also indicated.

We also performed trajectory analyses with another algorithm, Slingshot (29), on the integrated dataset (**Figure 2D**). This also suggested that γδ cells develop directly from DN1. Moreover, the main αβ pathway, ending with DN4, and the alternate branch that terminated with DN3 cells were also observed. However, this algorithm also predicted a DN1 branch.

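In the integrated data, with Slingshot not run, DN1-like cells made up 50.6% of the 20 nearest neighbors of the 1814 γδ thymocytes and 23.4% of the 17865 available cells. DN3-like cells followed with 31.1% of the neighbors and 25.3% of the available cells, while DN4-like cells made up 3.61% and 23.1%. The result depended on the genes used. With the reported genes left among the variable genes, 35.9% of the neighbors were DN2b-like and 26.8% DN1-like. The 2 γδ clusters also differed, since DN1-like cells made up 81.3% of the neighbors of the second, smaller cluster and 37.6% of those of the first, where DN3-like cells made up 42.9%. The minimum spanning tree over the centers of the clusters, which is the first step of Slingshot, was drawn for the 28 clusters named as a stage or as γδ. In this tree, the second γδ cluster was linked to 2 DN1-like clusters, to 1 DN2b-like cluster and to the first γδ cluster, which had no other link. The distance between the centers of the second γδ cluster and the closest cluster was 3.13 for DN1-like, 5.40 for DN2b-like and 5.62 for DN3-like clusters. For the first γδ cluster, these distances were 6.08, 6.47 and 6.68. This order was not stable. With 20 principal components, a γδ cluster was closest to a DN2b-like cluster (6.54, DN1-like 6.71). With the reported genes left in, a γδ cluster was closest to a DN4-like cluster (6.83, DN1-like 7.91) and another to a DN2b-like cluster (6.68, DN1-like 7.45). All other γδ clusters of the clusterings tried were closest to a DN1-like cluster. Of the cells in the γδ clusters, 559 came from the second run, which was sorted against TCRγδ. The integrated DN1-like clusters held 96.55% to 100% of the DN1e-like and Ly6a-high cells of the second run, described below. They held 38.8% of its DN1c-like and 0.458% of its DN1d-like cells. Nearly all DN1d-like cells of that run thus counted among the γδ thymocytes and not among the neighbors.

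**Figure D2:**
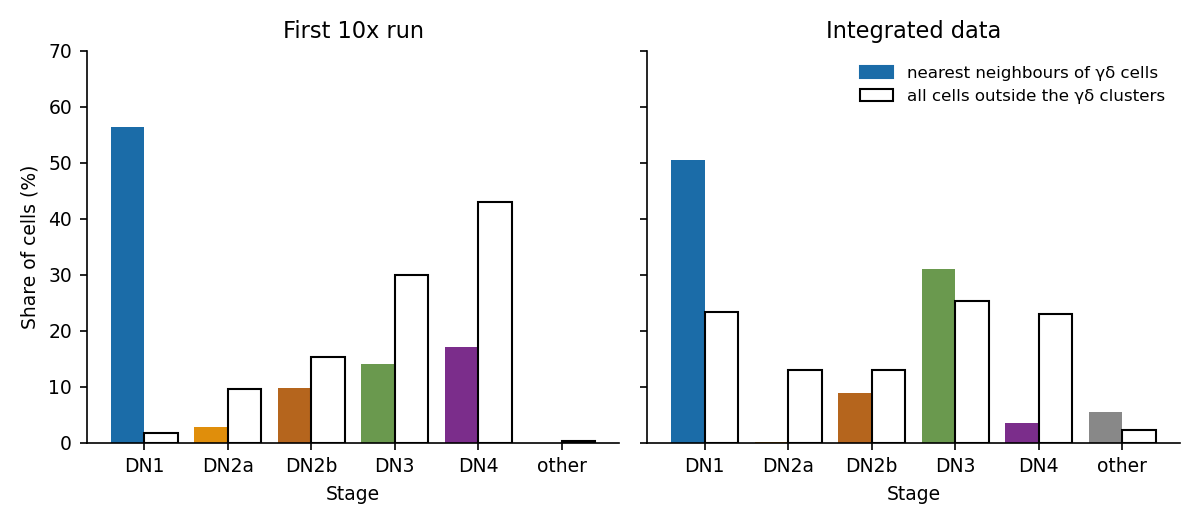
Share (%) of the 20 nearest neighbors of γδ thymocytes by stage, beside the share of each stage among the available cells, in the first run alone and in the integrated data. DN1-like cells are the most frequent neighbors, with 56.3% in the first run and 50.6% in the integrated data. The integrated DN1-like clusters hold few DN1d-like cells of the second run, most of which lie in the γδ clusters.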

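In the tree over cluster centers, 4 DN3-like clusters and 2 DN4-like clusters were ends with a single link. No DN3-like cluster was linked to a DN4-like cluster, and 3 links ran from DN2b-like to DN4-like clusters. The number of DN3-like to DN4-like links was between 0 and 4 over the 6 other clusterings tried, so that the tree does not fix the order of these stages.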

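Among the 4 DN1-like clusters, 3 were ends of the tree. The DN1-like clusters had 2 links to clusters outside DN1, both to the second γδ cluster, and none to a DN2a-like or DN2b-like cluster. No DN1 to DN2 link was present in any of the 6 other clusterings tried. This absence depends on the names, since the cluster with the highest Kit (494 cells, 117.7 CPM) was named DN2a-like and had its only link to another DN2a-like cluster. It held 97.2% of the cells of the second run's DN2a-like cluster with the highest Kit.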

We suspected that the alternate branch that terminated with DN3 cells represented cells that had not passed β-selection. We therefore performed differential gene expression analysis between the State 4/5/6 cells with the State 3 cells. First, *Cd27* expression was upregulated in State 3 but not State 4/5/6 cells, which was previously shown to delineate pre- and post-β-selected DN3 cells (2). Furthermore, there was an enrichment of differentially expressed genes associated with “Apoptosis”, “Senescence”, “DNA replication” and “Cell Cycle” KEGG terms (**Figure 2E**), among others. Together, these strongly suggest that this branch represents cells that had failed β-selection.

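The states of the trajectory were not rebuilt, and Cd27 (ENSMUSG00000030336, chromosome 6, 125232622 to 125237010) was compared between the DN3-like and DN4-like clusters of the first run, which holds both. Cd27 was at 419 CPM (398.5 to 441) in 1115 DN3-like cells and at 154 CPM (149 to 159) in 2114 DN4-like cells, a log2 ratio of -1.45 for DN4-like over DN3-like cells. The 5 DN3-like clusters lay between 316 and 471 CPM and the 5 DN4-like clusters between 137.5 and 187 CPM. The median cell had 2968 UMIs in the former and 9347 in the latter. A Cd27 UMI was present in 65.55% to 73.7% of the cells of the DN3-like clusters and in 63.4% to 82.8% of those of the DN4-like clusters. After thinning to 2000 UMIs per cell, for which no cell had to be left out, the shares were 49.2% to 60.4% and 22.9% to 29.4%. The ratio moved most, to -1.13, when no doublets were removed. Among the genes that named these clusters, Rag1 was at 208 CPM in DN3-like and 53.5 CPM in DN4-like cells, Cd28 at 46.9 and 93.3 CPM, and Ptcra had a log2 ratio of -2.21 between DN4-like and DN3-like cells. Stages are not states, so DN3-like cells that have passed β-selection are not separated by this comparison.

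**Figure D3:**
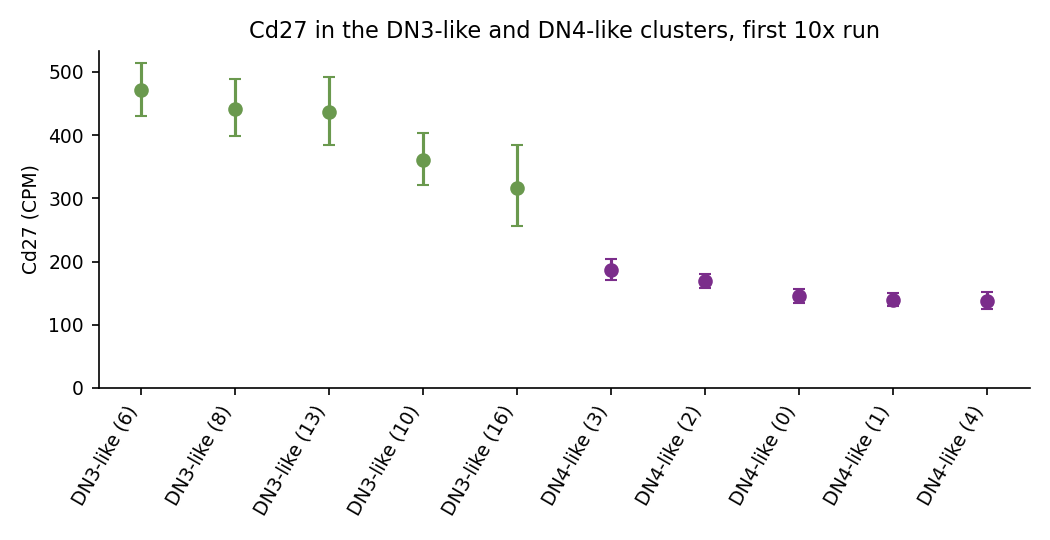
Level of Cd27 (CPM, with exact Poisson 95% intervals) in each cluster of the first run, ordered by stage. The DN3-like clusters lie between 316 and 471 CPM and the DN4-like clusters between 137.5 and 187 CPM.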

Our *de novo* assembly of a model of early T cell development based on scRNAseq data thus suggests that the current model where γδ development branches from the DN2b>DN3a stage is likely to be incomplete.

### Cellular barcoding in OP9-DL1 cocultures suggests only a partial overlap of the DN1 thymocytes that give rise to αβ and γδ T cells

If the αβ and γδ lineages can develop independently, we might expect to see each lineage being derived from distinct DN1 thymocytes. To investigate this, we sorted total DN1 (CD44^+^CD25^-^CD4^-^CD8^-^B220^-^CD11b^-^CD11c^-^NK1.1^-^TCRβ^-^TCRγδ^-^) thymocytes, which includes both CD117^+^ ETPs and the CD117^-/lo^ subpopulations. The cells were tagged with a lentiviral library of unique DNA barcodes (31). Once tagged, that barcode is inherited by the progeny of that cell and thus we can estimate how frequently αβ cells and γδ cells originate from the same starting DN1 cell (**Figure 3A**). If an αβ cell and a γδ cell inherit the same barcode sequence, it means that they were derived from the same progenitor.

**Figure 3:**
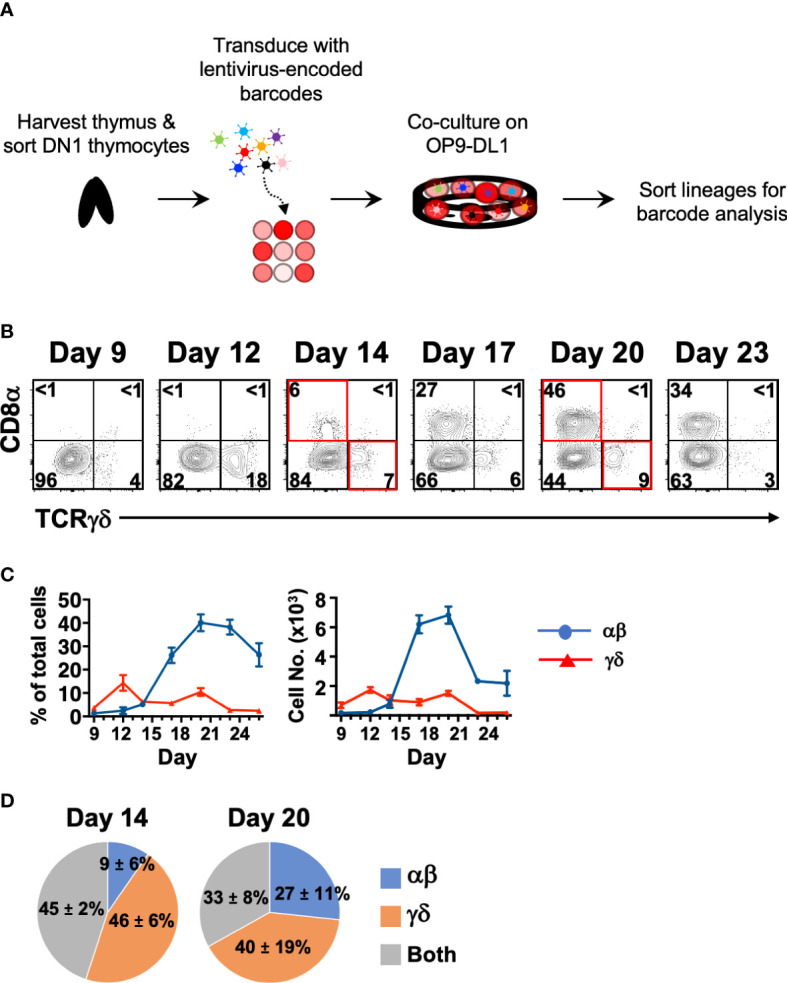
Cellular barcoding of DN1 thymocytes suggests that individual cells more frequently give rise to a single lineage than to both αβ and γδ cells in OP9-DL1 cocultures. **(A)** Overview of the experimental setup to track lineage outcomes of DN1 thymocytes. Total DN1 (CD25^-^CD44^+^CD4^-^CD8^-^B220^-^CD11b^-^CD11c^-^NK1.1^-^TCRβ^-^TCRγδ^-^) thymocytes were sorted from the thymus of C57BL/6 mice and tagged with unique genetic barcodes encoded in a lentiviral library. The cells were then differentiated on OP9-DL1 monolayers. **(B)** Shown is a representative of the αβ versus γδ lineage profiles over a time course in these OP9-DL1 cocultures. αβ lineage cells were identified as CD8α^+^, which captures cells from late DN4 onwards, while γδ lineage cells were identified as TCRγδ^+^. CD4 expression was also analyzed and was largely concomitant with CD8α expression as most αβ cells were DP (not shown). For the cellular barcoding analysis, αβ (CD90.2^+^CD8^+^CD4^+/-^TCRγδ^-^) and γδ (CD90.2^+^TCRγδ^+^) lineage cells were sorted at Day 14 from half the culture. The remaining half was further differentiated out to Day 20 and then sorted. **(C)** Shown are the percentages and absolute cell numbers (mean ± S.E.M.) of 4–7 replicates over the time course starting from 10^3^ total DN1 thymocytes. **(D)** The barcode composition of the αβ and γδ populations at Day 14 and 20 were analyzed by Illumina sequencing. Shown is the fraction of unique barcode sequences that were found only in the resulting αβ cells, γδ cells or in both populations for that time point. The values indicate the mean ± S.E.M. of two independent sort/transduction experiments.

First, we performed a time-course of αβ vs. γδ differentiation from DN1 thymocytes to determine the optimal times for this analysis (**Figures 3B, C**). Cell surface CD8 was used as the marker of αβ lineage cells because the fixation required to detect intracellular TCRβ interferes with downstream analyses. Late DN4 to DP-staged cells and the few CD8 (TCRβ^+^) single positive cells that are generated were captured by this strategy. We also checked CD4 expression (not shown), which correlated entirely with the DP stage. CD4 (TCRβ^+^) single positive cells do not develop in these cultures due to lack of class II MHC presentation (33). TCRγδ^+^ cells first appeared in these DN1 OP9-DL1 cocultures on Day 9 and reached a maximum at Day 12. CD8^+^ cells started appearing on Day 14 and reached a maximum at Day 20. Beyond this time point, mature cells started dying off. We thus chose Days 14 and 20 to sort the two lineages for barcode analysis.

The DNA from the resulting αβ and γδ cells were amplified by PCR then Illumina-sequenced (**Figure 3D**). We found that at Day 14, only 45% of the detected barcode species were sequenced in both αβ and γδ populations, while at Day 20, only 33% of detected barcode species were sequenced in both. At both time points, the majority of unique barcode species were detected in only the αβ or γδ population, suggesting that these were derived from DN1 thymocytes that gave rise to only one lineage. Together with the trajectory analysis of the scRNAseq data, this suggests that there are different DN1 thymocyte subpopulations, some of which have bipotency for both lineages, while others appear to preferentially develop into either αβ cells or γδ cells. Thus, it is possible that at least some γδ cells can develop directly from DN1 thymocytes rather than following the canonical pathway and bifurcating from αβ cells at the DN2>DN3 stage.

### Transcriptional heterogeneity of DN1 and DN2 thymocytes

To better delineate the earlier stages of the developmental model, we focused the second 10x run that was performed specifically on DN1 and DN2 thymocytes. This allowed for more precise delineation of these two stages than if analyzing all DN thymocytes together. Unsupervised clustering of the 8,851 cells that pass quality control checks identified 26 clusters (**Figure 4A**; **Supplementary Figure 4A**). This was based on a resolution of 2.0, which was the minimum number that resulted in clusters containing only DN1, DN2a, or DN2b thymocytes. Specifically, we checked that no cluster contained a mixture of cells with DN2a (pre-T-specification) or DN2b (post-T-specification) identity, at least based on expression of conventional stage marker genes. 

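The 8852 cells of the second run that passed the limits were reduced to 8102 by removal of 750 doublets. Clustering of their first 11 principal components at a resolution of 2.0 gave 23 clusters. The number was 16 at resolution 1.0 and 31 at resolution 3.0, the alternative that moved it most. Among the variable genes, 2000 per run, the reported genes had been left out, and with these included there were 22 clusters.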

DN1 cells expressed high levels of progenitor markers, including *Hhex, Il7r* and *Cd44* but low levels of T-commitment markers, such as *Il2ra, Tcf7, Notch1, Cd24a*, and *Myb* (**Supplementary Figure 4B**). 

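In the 3144 DN1-like cells of the second run, Il7r was at 444 CPM (431 to 457) and Cd44 at 100.1 CPM (94.0 to 107), against 63.8 and 15.0 CPM in the 1932 DN2a-like cells and 51.75 and 6.05 CPM in the 2864 DN2b-like cells. Hhex (ENSMUSG00000024986, chromosome 19, 37434810 to 37440731) was not highest in DN1-like cells, with 44.5 CPM (40.4 to 48.9) there, 56.0 CPM (52.2 to 60.1) in DN2a-like cells and 11.4 CPM in DN2b-like cells. This order rested on 1 DN2a-like cluster, the one with the highest Kit, which had 179.7 CPM of Hhex. Without it, DN2a-like cells were at 36.7 CPM (33.3 to 40.3), below DN1-like cells, with 12.9 to 58.65 CPM in the other 4 clusters. The 7 DN1-like clusters spanned 3.10 to 74.4 CPM in Hhex. The genes low in DN1-like cells were Il2ra at 13.55 CPM, Notch1 at 22.7 CPM, Myb (ENSMUSG00000019982, chromosome 10, 21124935 to 21160984) at 36.7 CPM and Cd24a at 63.0 CPM, against 269, 104, 393 and 772 CPM in DN2a-like cells. Tcf7 was not used to name clusters, and it was at 164 CPM (156 to 172) in DN1-like cells and 332 CPM in DN2a-like cells. Its range over the DN1-like clusters, from 33.3 to 464 CPM, reached above the DN2a-like mean.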

Late T-lineage commitment genes, including *Bcl11b, Rag1, Rag2, Notch3*, and *Ptcra*, were used to separate the DN2a and DN2b subpopulations (**Supplementary Figure 4B**). This resulted in eight DN1, five DN2a, and 10 DN2b subpopulations. 

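From DN2a-like to DN2b-like cells of the second run, Rag1 (ENSMUSG00000061311, chromosome 2, 101638282 to 101649501) rose from 8.49 CPM (7.03 to 10.2) to 51.7 CPM (48.6 to 55.0) and Rag2 from 14.0 to 35.6 CPM. Notch3 (ENSMUSG00000038146, chromosome 17, 32120820 to 32166852) rose from 13.2 to 29.1 CPM and Ptcra from 26.8 to 148 CPM. These 4 genes divided the DN2 clusters here. Bcl11b, which did not, was at 328 CPM (318.5 to 338) in DN2a-like cells and 417 CPM (408 to 426) in DN2b-like cells. The clusters overlapped in this gene, with 44.7 to 522 CPM over the DN2a-like clusters and 274 to 606 CPM over the DN2b-like clusters.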

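Of the 23 clusters of the second run, 7 were DN1-like, 5 DN2a-like and 8 DN2b-like. The division into DN2a and DN2b followed the sign of a score over 8 genes, so that clusters near 0 could fall on either side. A resolution of 3.0 gave 8 DN1-like, 8 DN2a-like and 11 DN2b-like clusters, and a resolution of 1.0 gave 5, 3 and 5. With another random seed at resolution 2.0, there were 8, 6 and 7.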

Some clusters formed distinct subpopulations, particularly DN1 thymocytes, while others appeared to be divisions within a continuum, particularly DN2 thymocytes. Such heterogeneity within these early T cell developmental stages is consistent with that previously reported, at least for DN1 thymocytes (3). 

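The separation of a cluster was measured as the share of the 20 nearest neighbors of its cells that belonged to the same cluster. The mean was 87.5% over the 7 DN1-like clusters and 84.3% over the 13 DN2a-like and DN2b-like clusters, a difference of 3.28 percentage points. The DN1-like clusters lay between 77.7% and 99.3% and the DN2-like clusters between 75.4% and 93.7%. The highest values belonged to a DN1-like cluster with high Ly6a, with 99.3%, and the DN1d-like cluster, with 99.0%. The other 5 DN1-like clusters had 77.7% to 85.4%, within the range of the DN2-like clusters. Without removal of doublets, the sign of the difference changed, with a mean of 80.55% for DN1-like and 82.0% for DN2-like clusters. At a resolution of 1.0, it also changed, with 89.3% and 89.7%. Clusters are not replicates, and no test was made.

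**Figure D4:**
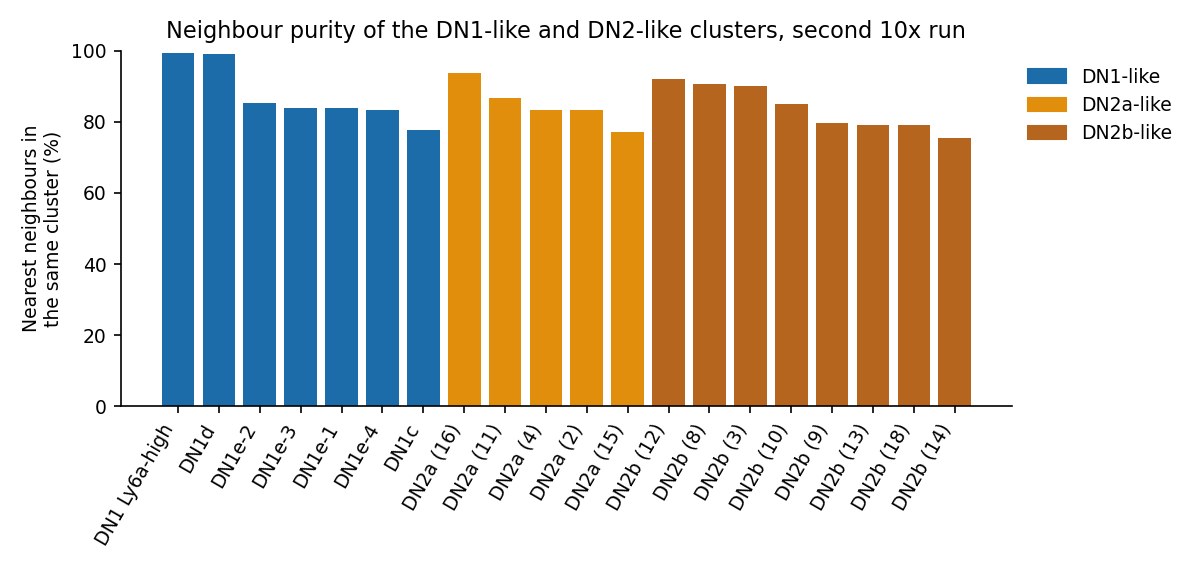
Share (%) of the 20 nearest neighbors that lie in a cell's own cluster, as the mean of each DN1-like and DN2-like cluster of the second run. The Ly6a-high and DN1d-like clusters have 99.3% and 99.0%, and all other clusters lie at 93.7% or less.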

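Outside the DN1-like and DN2-like cells, the second run held 3 clusters, with 25 B cells by Cd79a, Cd79b and other B cell genes, 28 erythroid cells by hemoglobin genes, and 109 cells that were left without a name. These were 0.31%, 0.35% and 1.35% of the cells of the run, respectively.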

There were also three small clusters of non-T cells consisting of doublets and B cells that, for simplicity, were excluded from downstream analysis.

**Figure 4:**
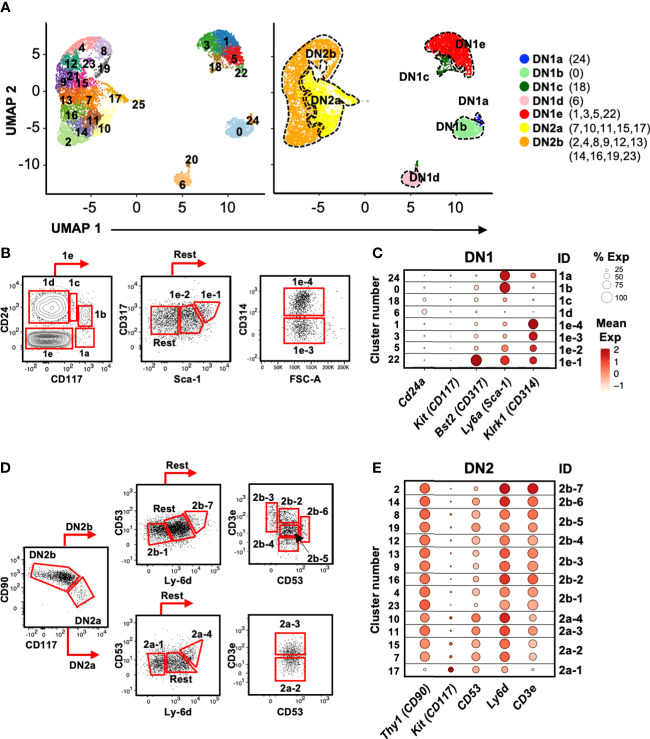
Identification of cell surface markers for delineating the DN1 and DN2 subpopulations inferred from scRNAseq. **(A)** UMAP visualization of 8,851 DN1 and DN2 thymocytes from the second 10x run clustered with Seurat. A minimal resolution of 2.0 was selected such that no cluster contained a mixture of pre- and post-T lineage commitment cells (DN2a versus DN2b). This yielded 26 clusters (left plot), which were then annotated as DN1a, DN1b, DN1c, DN1d, DN1e, DN2a, or DN2b (right plot). **(B)** The DN1 subpopulations were analyzed for differentially expressed genes encoding cell surface proteins. Antibodies against these proteins were then tested. Shown is the flow cytometric strategy to subdivide the eight DN1 subpopulations using a panel of five antibodies. Total DN1 cells were identified as CD25^-^CD44^+^CD4^-^CD8^-^B220^-^CD11b^-^CD11c^-^NK1.1^-^TCRβ^-^TCRγδ^-^. **(C)** Dot plots showing the expression of the genes encoding cell surface markers used to delineate the DN1 subpopulations. **(D)** The flow cytometric strategy to subdivide four populations of DN2a cells and seven populations of DN2b cells using a panel of five antibodies. Total DN2 cells were identified as CD25^+^CD44^+^CD4^-^CD8^-^B220^-^CD11b^-^CD11c^-^NK1.1^-^TCRβ^-^TCRγδ^-^. **(E)** Dot plots showing the expression of the genes encoding the cell surface markers use to delineate the DN2 subpopulations.

### Identification of novel cell surface markers for delineating DN1 and DN2 subpopulations

While various cell surface markers have been used to divide DN1 thymocytes into DN1a to DN1e, and DN2 thymocytes into DN2a and DN2b (3), these are insufficient to delineate the larger number of subpopulations that are suggested by the scRNAseq analysis. We therefore needed to identify useful cell surface markers that could be used for flow cytometry. Differential expression analysis was performed to select features (p < 0.05 and twofold difference) for cross-referencing with GO terms for cell surface proteins (not shown). We then tested commercial antibodies against these candidates. Protein does not always correlate with mRNA levels and therefore not all antibodies produced a staining pattern that matched the scRNAseq data. However, we were able to identify a minimal panel that could delineate the eight DN1 subpopulations and most of the DN2 subpopulations.

CD24 and CD117 have previously been shown to divide DN1 thymocytes into five subpopulations (3). 

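By Cd24a, Kit and the other genes that mark DN1 subpopulations, the 7 DN1-like clusters of the second run comprised 1 DN1c-like cluster of 183 cells, 1 DN1d-like cluster of 437 cells and 4 DN1e-like clusters of 738, 522, 471 and 87 cells. The remaining cluster of 706 cells had high Ly6a. Its markers scored highest for DN1b, but it was not given that name, since its Kit was below 10 CPM. Cd24a (ENSMUSG00000047139, chromosome 10, 43578284 to 43584265) was at 221 CPM (196 to 248) in the DN1d-like and 129 CPM (105 to 157) in the DN1c-like cluster, and between 28.7 and 34.0 CPM in the others. Kit (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722), which encodes CD117, was highest in the DN1c-like cluster among these, with 22.6 CPM (13.2 to 36.2) from 17 UMIs. It was at 9.30 CPM in the DN1d-like cluster, 2.58 CPM in the Ly6a-high cluster and at most 2.17 CPM in the DN1e-like clusters. No cluster was named DN1a or DN1b, although 1 was named DN1b when no doublets were removed. Both genes took part in the naming, in which natural killer cells and innate lymphoid cells were not among the names. Kit reached 85.1 CPM (72.4 to 99.3) in a cluster of 214 cells that was named DN2a-like and held Cd34 at 224 CPM and Flt3 at 19.1 CPM. Surface protein was not measured in these libraries.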

DN1a, DN1b, DN1c, and DN1d each corresponded to a single cluster in the scRNAseq analysis, but we identified four clusters (#1, 3, 5, and 22) that corresponded to DN1e thymocytes (**Figure 4A**). 

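Klrk1 (ENSMUSG00000030149, chromosome 6, 129610323 to 129623864), which encodes NKG2D, was counted at 664, 679, 688 and 992.5 CPM in the DN1e-1-like, DN1e-2-like, DN1e-3-like and DN1e-4-like clusters, and at 93.1 CPM or less in the other DN1-like clusters. Bst2 (ENSMUSG00000046718, chromosome 8, 71534255 to 71537456) was at 789 CPM (681 to 909) in the DN1e-1-like cluster and between 107 and 137.5 CPM in the other DN1e-like clusters. Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031), which encodes Sca-1, was at 847 CPM in the DN1e-1-like, 329 CPM (304 to 355) in the DN1e-2-like, 169 CPM (149 to 190.3) in the DN1e-3-like and 185 CPM (163 to 209) in the DN1e-4-like cluster. It was highest, with 970.0 CPM, in the Ly6a-high cluster. These genes gave the 4 clusters their numbers and were not among the clustering genes. Against the mean of the other DN1-like clusters over the second and the third runs, Bst2 had a log2 fold change of 2.46 (standard error 0.12, adjusted p = 1.37e-21) in the DN1e-1-like cluster and -0.04 (adjusted p = 0.903) in the DN1e-2-like cluster.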

The inclusion of CD314 (NKG2D), CD317 (BST2), and Sca-1 delineated these four DN1e subpopulations (**Figures 4B, C**).

Differential CD90 and CD117 expression distinguished DN2a from DN2b cells, which were then subdivided further based on CD53, Ly-6d, and CD3e expression (**Figures 4D, E**). However, unlike DN1 cells that appeared to form distinct subpopulations, DN2 cells did not clearly partition into subpopulations. 

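Thy1 (ENSMUSG00000032011, chromosome 9, 44043384 to 44048579), which encodes CD90, was at 591.5 CPM (579 to 604) in DN2a-like and 825.5 CPM (813 to 838) in DN2b-like cells of the second run, while Kit was at 36.5 CPM (33.4 to 39.9) and 15.35 CPM (13.7 to 17.2). The 8 DN2b-like clusters lay between 769 and 886 CPM in Thy1, and the 5 DN2a-like clusters reached from 42.5 to 776 CPM. Cd53 (ENSMUSG00000040747, chromosome 3, 106759921 to 106790149) was at 254 CPM in DN2a-like and 173 CPM in DN2b-like cells, Ly6d (ENSMUSG00000034634, chromosome 15, 74762056 to 74763620) at 1286 and 1524 CPM and Cd3e (ENSMUSG00000032093, chromosome 9, 44998740 to 45009627) at 392 and 812 CPM. Over the DN2b-like clusters, Cd53 ranged from 112 to 302 CPM, Ly6d from 874 to 2691 CPM and Cd3e from 599 to 1312 CPM.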

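For the 13 DN2-like clusters, the most frequent other cluster held between 2.69% and 9.81% of the neighbors. For the DN1-like clusters, it held from 0.255% for the Ly6a-high to 14.0% for the DN1e-1-like cluster, whose neighbors outside were mostly DN1e-2-like cells. With each cluster reduced to at most 200 cells, an alternative chosen after seeing the data, the mean share of neighbors in the same cluster was 88.1% for DN1-like and 82.4% for DN2-like clusters.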

The pair of DN2a clusters 7/15 could not be separated by cell surface markers, nor could the pairs of DN2b clusters 4/23, 9/13, and 8/19 due to very similar gene expression profiles. Thus, these cluster pairs were combined. The resulting 11 DN2 clusters were annotated as DN2a-1 to 4 and DN2b-1 to 7 for identification purposes (not an indication of developmental order).

Using this panel of antibodies, we reliably identified the eight subpopulations of DN1 cells and 11 DN2 cells over experiments (**Supplementary Figure 5**), and thus, it was employed to sort subpopulations of DN1 and DN2 thymocytes for functional analyses.

### OP9-DL1 cultures reveal that specific subpopulations exhibit a bias towards the γδ lineage

The transcriptional heterogeneity of the DN1 thymocytes may be an indication that only some subpopulations are true progenitors of T cells, as previously suggested (3). Alternately, these different subpopulations could represent different progenitors of αβ and γδ lineages, which would be consistent with the early branch point inferred by pseudotime trajectory analyses (**Figures 2A, B**). To test this, we sorted the DN1 and DN2 subpopulations using our antibody panels and accessed their αβ vs. γδ lineage potential in OP9-DL1 cultures after 14 and 20 days.

At Day 14, there were primarily αβ lineage or undifferentiated cells in DN1a, DN1b, and DN1c cultures, with very few TCRγδ^+^ cells produced (**Figures 5A–C**). DN1d and all DN1e cultures only generated TCRγδ^+^ cells. Notably, the number of TCRγδ^+^ cells produced in all DN1e cultures was substantially greater than the number of TCRγδ^+^ produced in DN1a and DN1b cultures (**Figure 5C**).

**Figure 5:**
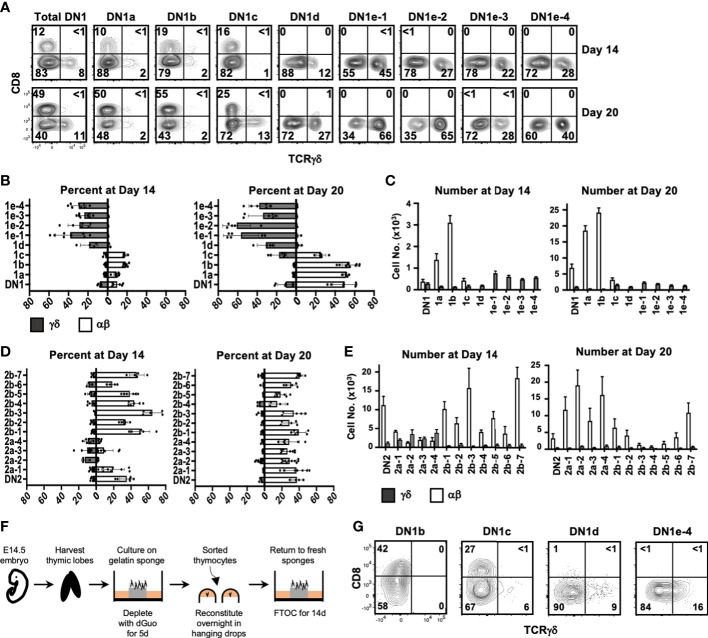
Assessing the αβ or γδ potential of DN1 subpopulations. **(A)** Sorted DN1 subpopulations were cultured on OP9-DL1 monolayers to assess their lineage potential. The cultures were analyzed at 14 and 20 days of culture by flow cytometry. αβ lineage cells were identified as CD8^+^ (capturing late DN4 and DP cells) while γδ lineage cells were identified as TCRγδ^+^. Representative flow cytometric plots are shown. (**B, C)** Pooled data analyzing αβ versus γδ differentiation from sorted DN1 subpopulations. The means ± S.E.M. of four to nine replicates performed over four 4 independent experiments are shown. See **Supplementary Tables 2, 3** for p-value calculations. **(D, E)** Pooled data analyzing αβ versus γδ differentiation from sorted DN2 subpopulations. The means ± S.E.M. of four to nine replicates performed over four independent experiments are shown. See **Supplementary Tables 4, 5** for p-value calculations. **(F)** Overview of the experimental setup to repopulate dGuo-depleted FTOCs with sorted thymocytes. **(G)** The indicated DN1 subpopulations were sorted from the thymus of adult mice and introduced into dGuo-depleted E14.5 fetal thymic lobes. The reconstituted lobes were cultured for 14 days before analysis by flow cytometry for CD8 versus TCRγδ expression. Shown is a representative from three independent experiments.

At 20 days, there was a substantial increase in the percentage and number of αβ cells produced in DN1a and DN1b cultures, while DN1c had given rise to both γδ cells and αβ cells. DN1d and DN1e subpopulations continued to exhibit a bias toward the γδ lineage, with DN1e-1 and DN1e-2 producing the highest percentage and number of TCRγδ^+^ cells. In terms of absolute numbers, DN1a and DN1b subpopulations produced αβ cells at a greater rate than the production of γδ cells from the DN1c, DN1d, or DN1e subpopulations. Starting from 10^3^ DN1a thymocytes, almost 2 × 10^4^ αβ cells were present after 20 days, whereas only 2–3×10^3^ γδ cells had been produced in all four DN1e cultures after this time (**Figure 5C**). This of course could be a reflection of γδ cells differentiating and dying more quickly, but is also implies that DN1a and DN1b subpopulations are proliferating more quickly (3) and preferentially producing αβ cells.

At Day 14, all DN2b subpopulations and DN2a-1 had produced a high percentage and number of αβ cells and few TCRγδ^+^ cells, while the rest of DN2a subpopulations produced mostly TCRγδ^+^ cells and some αβ cells (**Figures 5D, E**). By Day 20, all DN2 subpopulations had produced αβ lineage cells, while TCRγδ^+^ cells had been lost from the DN2a cultures. There was also a dramatic reduction in cell numbers in the DN2b cultures, which may be a result of the cells undergoing cell death after reaching the DP stage because these cultures poorly support the later stages of αβ maturation (33).

### Fetal thymic organs cultures confirm the lineage bias of DN1 subpopulations

While OP9-DL1 cultures are a well-characterized system for analyzing T cell development, it is possible that the lineages biases observed for the different DN1 subpopulations may be exaggerated in this model. We therefore also assessed the differentiation of select DN1 subpopulations in fetal thymic organ cultures (FTOCs), by seeding the sorted subpopulations into dGuo-depleted fetal thymic lobes (**Figure 5F**). The lobes were analyzed at Day 14 after repopulation. Like in the OP9-DL1 co-cultures, DN1b cells preferentially produced αβ cells, DN1c cells primarily produced αβcells, and some γδ cells, while DN1d and DN1e-4 cells only produced TCRγδ^+^ cells (**Figure 5G**).

Thus, both OP9-DL1 and FTOC systems suggest that the DN1d and DN1e subpopulations are biased toward the γδ lineage. Moreover, although DN1a, DN1b, and DN1c can produce both αβ cells and γδ cells, they are heavily biased toward the αβ lineage and produce these cells in large numbers. The DN1d and DN1e subpopulations, together, make up more than three-quarters of DN1 thymocytes. Thus, on a per cell basis, it appears that more γδ cells are produced from CD117^-^ DN1 thymocytes than from what are traditionally considered the ETPs (DN1a and DN1b).

### Gene expression analysis of DN1d and DN1e subpopulations suggest potential relationships with distinct mature γδ subsets

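The 2 γδ clusters of the integrated data held 1275 cells, of which 157, 415 and 703 came from the first, second and the third run, and 539 cells, of which 89, 144 and 306 did. In the first run, their median cells had 3663 and 3873 UMIs, and in the third run 6233 and 7790.5 UMIs. A number of 3 γδ clusters was found at resolution 3.0, with 20 principal components, without removal of doublets and with the reported genes among the variable genes, and 2 at resolution 1.0 and with another random seed.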

Consistent with two group of γδ progenitors identified by Sagar and colleagues (34), γδ thymocytes clearly segregate into two clusters (#11 and 19) in our scRNAseq dataset (**Figure 1C**). We therefore wanted to determine how these relate to the different DN1 subpopulations that produced γδ cells. 

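The 2 γδ clusters were compared in the first and the third runs, which were sorted for TCRγδ. The counts were summed per run and cluster, to 4 sums of 400874 to 4861983 UMIs. Of the 7074 genes tested, which exclude the genes used for clustering, 83 were higher in the first γδ cluster and 64 in the second at an adjusted p-value under 0.05. Of these 147 genes, 144 changed in the same direction in both runs. With a difference of at least 2-fold in addition, 60 genes were higher in the first and 53 in the second cluster. The number of genes moved most without removal of doublets, to 787, of which 29.1% were higher in the first cluster, compared with 56.5% of the 147. Without the run as a block, 0 genes passed the adjusted threshold, and 71 had an unadjusted p-value under 0.05.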

Differential gene expression analysis revealed substantial differences between the two γδ clusters, with 93 genes expressed at significantly higher levels by cluster 11 cells, while 117 genes were expressed at significantly higher levels by cluster 19 cells (**Figure 6A**). Genes that were highly expressed by cluster 11 include *Gzma, Blk, Maf, Sox13, Etv5, Gata3, Ccr9, Rorc, Sox4, Tcf12, Lgals9, Cmak4*, and *Bcl11b*, which are all associated with the IL-17 effector phenotype (34). This suggests that cluster 11 cells are probably the γδ thymocytes that mature into the γδ17 subset in the periphery. 

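All 13 genes named for cluster 11, with Camk4 read for Cmak4, were higher in the first γδ cluster in both the first and the third run, and all 13 had an adjusted p-value under 0.05. The number was also 13 when adjusted over the list alone, which is not independent evidence, since the study chose the genes on these samples. Sox13 had a log2 fold change of 3.94 (standard error 0.19, adjusted p = 3.51e-07), from 176 and 9 UMIs in the first run and 2175 and 71 in the third. Gzma (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981) had 3.40 (standard error 0.15, adjusted p = 1.86e-07) and Blk (ENSMUSG00000014453, chromosome 14, 63372836 to 63417037) 3.47 (standard error 0.22, adjusted p = 5.44e-06). Etv5 and Maf both had 3.27, Ccr9 2.19, Gata3 2.01 and Tcf12 1.47. The smallest changes were 1.20 for Camk4, 1.12 for Bcl11b, 1.11 for Lgals9 and 0.82 (adjusted p = 0.0297) for Sox4. Without removal of doublets, Lgals9 was no longer past the threshold, and with DESeq2 in place of edgeR, 10 of the 13 genes were past it. Without the run as a block, none of the 13 passed when adjusted over all genes, and 8 had an unadjusted p-value under 0.05. Ppm1e, outside the list, was also among the 5 largest changes, with 3.81 (adjusted p = 0.0148) from 10 and 2 UMIs in the first run and 76 and 1 in the third.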

Numerous interferon-related genes, such as *Stat1*, were highly expressed by cluster 19 cells, suggesting that these cells probably mature into the IFNγ-producing γδ subset. This is consistent with a previous study that suggested the eventual effector function of γδ T cells may already be acquired in the thymus (21).

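Among the interferon-related genes read from Figure 6, Ifi213 had a log2 fold change of -4.04 for the first over the second γδ cluster (adjusted p = 0.000205), Ifi27l2a -3.73 (adjusted p = 0.000252), Ifi208 -3.03 (adjusted p = 0.00024), Ifi206 -2.55 (adjusted p = 5.93e-05), Ifi209 -1.48 (adjusted p = 0.0042) and Ifi47 -0.90 (adjusted p = 0.0473). Of these 6 genes, Ifi213 and Ifi206 were past the threshold with DESeq2 as well, and all but Ifi209 without removal of doublets. Ifi213 and Ifi208 had 0 UMIs in the first cluster of the first run and 14 and 42 in that of the third run. Irf2, with -0.64 (adjusted p = 0.0873), and Ifi203, with -0.33 (adjusted p = 0.431), were not past the threshold. Neither were Stat2, with -0.49 (adjusted p = 0.655), and Gbp3, with -1.02 (adjusted p = 0.464), which were chosen, like Ifng, after their values were seen. Ifng had 0 UMIs in both clusters of the first run, and 45 and 28 in the third, where its level did not differ beyond the error of the model (log2 fold change -0.20, adjusted p = 0.913). Without removal of doublets, Ifng had a log2 fold change of -1.32 (adjusted p = 0.0242). The largest changes toward the second cluster were those of Dapl1, Ptpn5, Ccl5, Ifi213 and Ifi27l2a. Ccl5 (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) had -4.36 (standard error 0.32, adjusted p = 1.46e-05). Dapl1 and Ptpn5 had -5.40 and -4.60 from at most 27 UMIs in a cluster of a run, and neither was past the threshold with DESeq2.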

**Figure 6:**
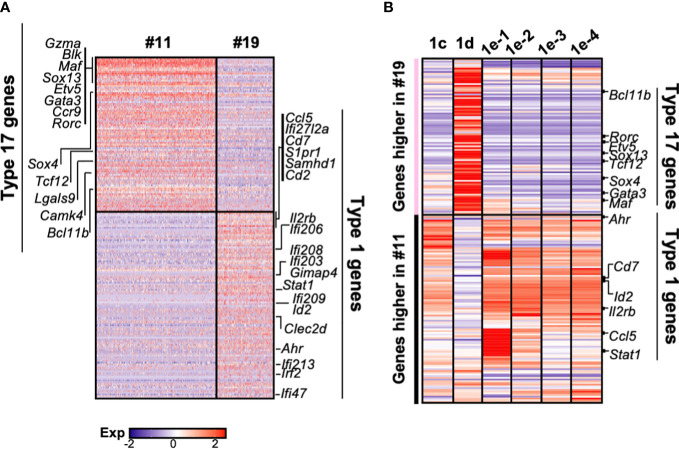
The gene expression profiles of the different DN1 subpopulations correlate with distinct γδ effector subsets. **(A)** Heatmap showing genes differentially expressed (p-value <0.05 and twofold difference) between the two γδ thymocyte subpopulations (clusters 11 and 19) identified in the scRNAseq analysis of DN and γδ thymocytes in **Figure 1C**. Each column is an individual cell in the dataset while each row is a differentially expressed gene. Genes associated with either type 17 immune responses (IL-17A-production) or type 1 immune responses (IFNγ production) are indicated. **(B)** Analysis of DN1 subpopulations for expression of the 210 genes differentially expressed between the two γδ thymocyte populations. The genes are grouped based on higher expression in the cluster 11 or 19 γδ thymocytes. Indicated are some of the transcription factors and cell surface receptors that are associated with either type 1 or 17 immune responses.

Next, to investigate the relationship between these γδ thymocyte subpopulations and the DN1 subpopulations that differentiate into TCRγδ^+^ cells, the DN1c, DN1d, and DN1e subpopulations were analyzed for the expression of the 210 differential genes that distinguished the two γδ thymocyte populations. This revealed a similar transcriptional profile between DN1d and cluster 11 γδ thymocytes, while DN1c and all the DN1e subpopulations overlapped significantly with cluster 19 γδ thymocytes (**Figure 6B**). However, there were clearly also differences between the DN1e subpopulations.

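The DN1 subpopulations were compared with the γδ clusters in the second run, which was sorted against TCRγδ. Each gene was taken as log2(CPM + 1) minus its mean over the 7 DN1-like clusters. Over the 13 type 17 genes, the median was 3.38 in the DN1d-like cluster and between -1.18 and -0.05 in the other 6, and 10000 random lists of genes with similar mean levels lay between -0.19 and 0.43 for DN1d (95% of lists). In the mean of the second and the third runs, this median was 3.15, and it moved most, to 2.33, without removal of doublets. Of the 808 cells of the third run that were assigned to DN1d, 802 lay in the γδ clusters of the integrated data, and they were 692 of the 703 cells of the third run in the first γδ cluster. The third run thus compares mostly the same cells, and only the second run bears on the likeness of DN1d to the first γδ cluster. Over 82 of the 83 genes higher in the first γδ cluster, the median was 1.89 in DN1d-like cells (random lists 0.05 to 0.34) and between -0.44 and -0.03 in the others. Of the 83, 82 lay above the DN1 mean in DN1d-like cells. Over the 64 genes higher in the second γδ cluster, the median was highest in DN1c-like cells, with 0.53 (random lists -0.02 to 0.19) and 49 of the 64 genes above the DN1 mean. The DN1e-like clusters were close to the DN1 mean in these genes, with 0.13, 0.07, 0.02 and -0.02 in DN1e-1 to DN1e-4 and 36, 37, 33 and 30 genes above it. The medians of DN1e-1 and DN1e-2 were above the 95% range of random lists, while those of DN1e-3 and DN1e-4 lay within it. In the mean of the second and the third runs, that of DN1e-3 was above it as well, with 0.03 (random lists -0.12 to 0.02). After leaving out the genes that the paper names, 48 genes remained, with 0.78 in DN1c-like cells (random lists -0.05 to 0.22) and -0.08, -0.04, 0.07 and -0.11 in the DN1e-like clusters. Among these 4, only DN1e-3 was then above its range (-0.18 to 0.06). Which DN1e-like clusters lay above random lists thus depended on the runs and genes used, while DN1c lay above them in each case. DN1d-like cells had the lowest median of these 64 genes, with -0.74. Across all 147 genes, the difference of a DN1-like cluster from the DN1 mean and the log2 fold change between the γδ clusters had a Pearson correlation of 0.824 for DN1d. This correlation was -0.336 for DN1c, -0.340 for DN1e-1, -0.545 for DN1e-2, -0.459 for DN1e-3, -0.441 for DN1e-4 and 0.183 for the Ly6a-high cluster. The differences of a gene from the DN1 mean sum to 0 over the 7 clusters, so that high values in DN1d lower those of the others, and a negative correlation is no measure of likeness to the second γδ cluster. These are correlations across genes, and genes are not independent replicates. Trdc was at 3117 CPM in the DN1d-like and 819 CPM in the DN1c-like cluster of the second run, and at 282.5 CPM or less in the others. In the integrated data, 99.5% (98.4% to 99.9%) of the DN1d-like cells of the second run lay in the γδ clusters, 413 of 437 in the first, and 60.7% (53.2% to 67.8%) of the DN1c-like cells did, 109 of 183 in the second. Of the DN1e-like cells, 2 of 87 DN1e-1, 0 of 738 DN1e-2, 2 of 471 DN1e-3 and 0 of 522 DN1e-4 cells did, and a count of 0 allows a share of up to 0.499% and 0.704%, respectively (exact 95% limits). From the expression of the genes that distinguish the γδ clusters, the paper states that DN1d resembles cluster 11 and that DN1c and the DN1e subpopulations overlap with cluster 19 (Figure 6B).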

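Each DN1-like cluster was tested against the mean of the others over the second and the third runs, with the cells of the third run assigned to the clusters by label transfer. Of 8416 genes tested, 389 passed in the DN1e-1-like, 758 in the DN1e-2-like, 1228 in the DN1e-3-like and 516 in the DN1e-4-like cluster. Over all 7 clusters, 9807 differences passed, and without the run as a block, which moved this number most, 1153 did. The largest changes in the DN1e-1-like cluster were log2 fold changes of 4.51 for Phf11a, from 4 and 12 UMIs in the 2 runs, and 4.44 for Oas2, from 7 and 17. In DN1e-4-like cells, Itga1 was higher by 4.59 and Ccl5 by 4.36 on the log2 scale (adjusted p = 1.23e-23 and 3.78e-34).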

Differential expression of transcription factors was notable. These are likely to be important because as regulators of gene expression they could potentially play key roles in hardwiring γδ effector outcomes in DN1 thymocytes. *Sox13* was highly expressed by DN1d cells (**Figure 6B**), which was previously shown to be important for the differentiation of a subset of DN1 thymocytes into IL-17-producing γδ T cells (18). 

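Sox13 had a log2 fold change of 5.92 (standard error 0.14, adjusted p = 3.32e-36) in the DN1d-like cluster against the mean of the other DN1-like clusters, with 372 UMIs in the second run and 2168 in the third. The value was 6.06 in the second and 5.86 in the third run. Among the others, only the Ly6a-high cluster was above the mean past the threshold, with 1.48 (adjusted p = 2.94e-06) and 51 and 108 UMIs. The DN1e-1-like and DN1e-4-like clusters had 0 and 1 Sox13 UMIs in the second run. The chemokine receptor gene Ccr9 (log2 fold change 6.89, adjusted p = 1.93e-43) and the noncoding gene Gm37552 (6.99, adjusted p = 7.62e-23) had the largest changes in DN1d. In the third run, where the sorted populations were mixed, 802 of the 808 cells assigned to DN1d (99.3%, 98.4% to 99.7%) lay in the γδ clusters of the integrated data.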

Interestingly, DN1e subpopulations also express transcription factors associated with IL-17-producing γδ T cells. 

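Maf (ENSMUSG00000055435, chromosome 8, 115682942 to 115707794) was at 423 CPM in the DN1d-like cluster and 275.5 CPM in the Ly6a-high cluster of the second run, and at 112, 80.35, 44.2 and 49.2 CPM in DN1e-1 to DN1e-4. Against the mean of the other DN1-like clusters, its log2 fold change was 2.02 (standard error 0.09, adjusted p = 1.44e-24) in DN1d and 1.44 (adjusted p = 3.63e-18) in the Ly6a-high cluster. It was -0.14 (adjusted p = 0.797) in DN1e-1 and -0.36 (adjusted p = 0.0366) in DN1e-2, and lower still in DN1e-3, with -1.02 (adjusted p = 9.78e-08), and DN1e-4, with -1.18 (adjusted p = 6.38e-07). Within the DN1e subpopulations, DN1e-1 and DN1e-2 thus had the higher levels of Maf. The difference in DN1e-2 did not pass the threshold with DESeq2, with thinned cells, without the run as a block or without removal of doublets. Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034) was at 763 CPM in DN1d and at 187 CPM (136 to 250) in DN1e-1, 149 CPM in DN1e-2, 92.3 CPM in DN1e-3 and 134 CPM in DN1e-4. Its log2 fold change was 2.11 (standard error 0.08, adjusted p = 1.35e-27) in DN1d, -0.22 (adjusted p = 0.576) in DN1e-1, -0.18 (adjusted p = 0.285) in DN1e-2, -0.91 (adjusted p = 7.63e-08) in DN1e-3 and -0.35 (adjusted p = 0.103) in DN1e-4. In the second run, the DN1e-1 level of Gata3 rested on 45 UMIs.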

Notably, DN1e-1 and DN1e-2 cells expressed high levels of *Maf*, while *Gata3* was highly expressed by both DN1e-1 and DN1d cells (**Figure 6B**). We thus predict that the foundation of the γδ effector transcriptional network may already be in place in DN1 subpopulations, with DN1d going on to develop into IL-17-producing cells and DN1e potentially producing both effector subsets.

### Different DN1 subpopulations can give rise to different γδ effector subsets

To determine if different DN1d and DN1e subpopulations might differentiate into distinct effector γδ T cell subsets, the TCRγδ^+^ cells that developed in OP9-DL1 co-cultures were analyzed for intracellular IL-17A and IFNγ expression and for expression of specific Vγ chains (**Figure 7A**). Cytokine production is highly associated with specific Vγ chain usage, with Vγ1.1^+^ cells enriched for IFNγ and Vγ2^+^ cells enriched for IL-17A production (19, 35).

**Figure 7:**
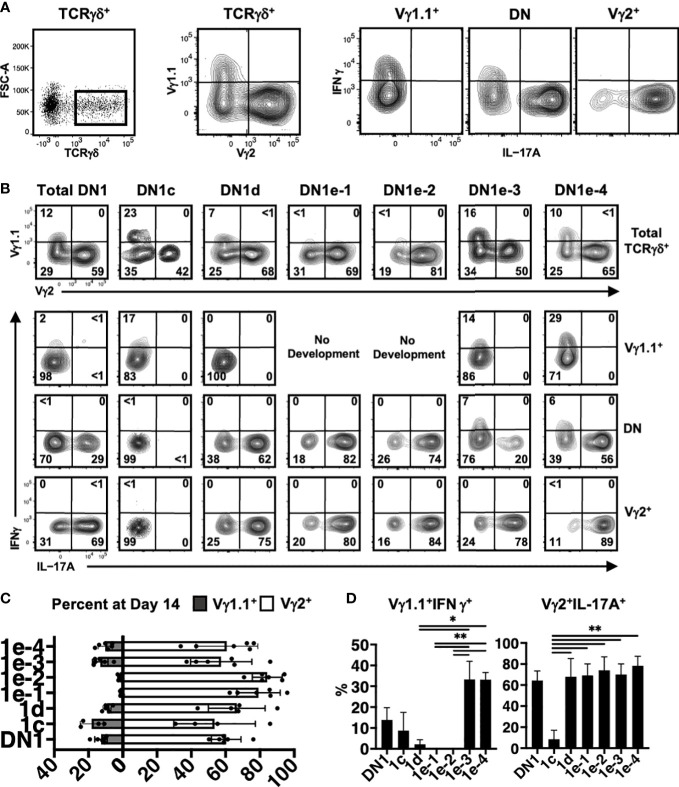
Analysis of γδ effector outcomes from DN1 subpopulations. **(A)** Gating strategy for analyzing the phenotype of γδ T cells generated from DN1 subpopulations after culturing on OP9-DL1 monolayers for 14 days. TCRγδ^+^ (CD4^-^CD8^-^TCRβ^-^) cells were first divided based on Vγ1.1 versus Vγ2 expression. The three subpopulations, including Vγ1.1^-^Vγ2^-^ double negative (DN) cells were then analyzed for intracellular IL-17A and IFNγ expression. **(B)** Shown are the flow cytometric plots from a representative experiment. The top row shows the Vγ1.1 versus Vγ2 expression on gated TCRγδ^+^ cells. The Vγ1.1^+^, Vγ2^+^ and double negative (DN) cells were then analyzed for IL-17A versus IFNγ expression in the bottom three rows. **(C)** Pooled data analyzing the percentage of Vγ1.1 versus Vγ2 cells differentiated from sorted DN1 subpopulations. The means ± S.E.M of four to six replicates performed over three independent experiments is shown. See **Supplementary Table 6** for p-value calculations. **(D)** Pooled data analyzing percentage of Vγ1.1^+^IFNγ^+^ (left) and Vγ2^+^IL-17A^+^ (right) cells out of total TCRγδ^+^ cells. The means ± S.E.M is shown (*p < 0.05, **p < 0.01).

DN1c thymocytes generated both Vγ1.1^+^ and Vγ2^+^ cells, with only a low percentage of Vγ1.1^+^ cells expressing IFNγ (**Figures 7B–D**). DN1d primarily produced Vγ2^+^ cells that express IL-17A. Similarly, DN1e-1 and DN1e-2 were biased towards a Vγ2^+^ IL-17A^+^ γδ effector subset. On the other hand, only DN1e-3 and DN1e-4 exhibited the plasticity to generate both IL-17A and IFNγ-expressing cells (**Figures 7B–D**). This suggests that the foundation of γδ effector programs is already in place in DN1 thymocytes. Indeed, the differential gene expression analysis clearly showed that each of γδ-producing DN1 subpopulations are transcriptionally distinct from each other, although DN1e-3 and DN1e-4 cells did appear somewhat similar to each other (**Figure 6B**).

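All 21 pairs of the 7 DN1-like clusters were compared by the same test over the second and the third runs. The fewest genes past the threshold were 22 between DN1e-2 and DN1e-4, followed by 66 between DN1e-3 and DN1e-4, 123 between DN1e-1 and DN1e-2, 177 between DN1e-1 and DN1e-4, 405 between DN1e-1 and DN1e-3 and 582 between DN1e-2 and DN1e-3. With DESeq2, the order of the first pair changed, with 9 and 8 genes. DN1c differed from the DN1e-like clusters by 681 to 1370 genes, and DN1d from these by 1862 to 3416 genes. The most, 3477 genes, differed between DN1d and the Ly6a-high cluster. These numbers depend on the cells behind each cluster, since DN1e-1 held 87 cells and DN1e-2 738 in the second run, and DN1e-4, which is in both pairs with the fewest genes, held 81 in the third. Across genes, the profiles of DN1e-3 and DN1e-4 had a correlation of 0.968 in the second and 0.926 in the third run, those of DN1e-2 and DN1e-4 of 0.970 and 0.942 and those of DN1e-2 and DN1e-3 of 0.965 and 0.963, where genes are not independent replicates. With the genes of the lists for cell types and programs also left out of the clustering, an alternative chosen after seeing the data, 99.3% of DN1d and 98.7% of Ly6a-high cells stayed together in 1 cluster, against 83.4% of DN1e-3, 53.8% of DN1e-4, 51.7% of DN1e-1, 49.7% of DN1c and 39.0% of DN1e-2.

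**Figure D5:**
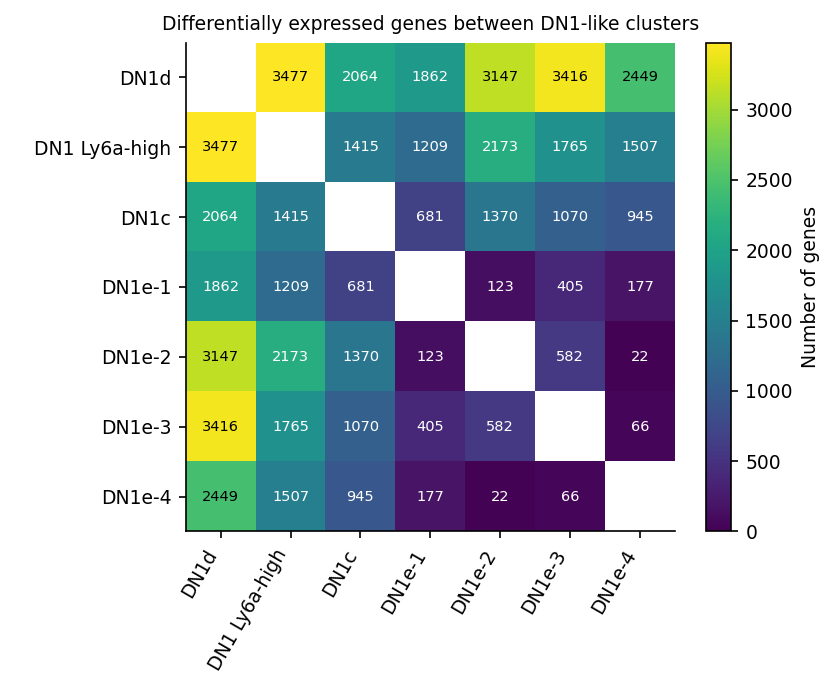
Number of genes with an adjusted p-value under 0.05 for each pair of DN1-like clusters. The pairs among DN1e-2, DN1e-3 and DN1e-4 have 22, 66 and 582 genes, and the pairs with DN1d have 1862 or more.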

## Discussion

Our study has confirmed that, at a transcriptional and functional level, DN1 thymocytes are indeed a heterogenous population of cells (3). We also confirmed that DN1a and DN1b thymocytes (CD117^+^ DN1 fraction), which together have been considered the true ETPs, can give rise to both αβ and γδ lineages. However, we showed that γδ cells can be derived from multiple progenitor sources, with the CD117^-^ DN1 subpopulations more efficient at producing γδ cells than DN1a and DN1b subpopulations. That being said, αβ cells are produced in greater numbers because DN1a and DN1b thymocytes proliferate much more than the other DN1 subpopulations (3), and these two DN1 subpopulations only produce very few TCRγδ^+^ cells compared to αβ lineage cells. This would explain why TCRγδ^+^ thymocytes are greatly outnumbered by αβ lineage thymocytes (DN4 onwards) within the thymus.

While CD117^+^ DN1 cells have been considered bipotent, a previous study demonstrated the existence of lineage-restricted precursors. Spidale and colleagues showed that neonatal IL-17-producing γδ T cells develop from a subset of Sox13-expressing DN1d thymocytes and that this lineage is determined by a cell intrinsic program that is independent of TCR signaling (18). Our study has now expanded the subdivision of DN1 thymocytes to define eight subpopulations. We showed that not only are DN1d thymocytes primed towards the γδ lineages but also the four DN1e subpopulations. This does not mean lineage commitment is determined entirely at this point because the progression from DN1 to fully mature γδ thymocytes still requires TCR signaling to select cells that express a functional TCRγδ dimer. Indeed, Scaramuzzino and colleagues showed that TCR signaling is required for γδ maturation because LAT-deficient DN3 cells that express a γδ TCR are unable to completely activate the γδ lineage program, including expression of *Sox13, Maf*, and *Cpa3* (36).

Evidence suggests that TCR signal strength is an important determinant of lineage outcome in bipotential precursors. Strong signals that activate the ERK-EGR-ID3 pathway have been shown to drive γδ T cell differentiation, whereas a weak signal promotes the αβ fate (37–39). However, it is still unclear whether TCR signal strength is dependent on instructive extrinsic signals or simply a result of stochastic selection of the TCR chains that are expressed. The instructive model proposes that TCRγδ signals compete with pre-TCR(β) signals and that the lineage decision is determined by cell-specific interactions that activate key transcription factors, which in turn instructs the gene expression program (15). In contrast, the stochastic selective model postulates that lineage commitment is determined prior to the onset of TCR gene rearrangement, and it is only when a thymocyte receives the appropriate TCR signal that matches its hardwired identity that it actually progresses along the αβ or γδ developmental pathway. DN1d and DN1e thymocytes are clearly committing to γδ lineage cells prior to the expression of the TCR. The fact that a DN3 thymocyte expressing both a pre-TCR and γδTCR results in an even stronger signal that drives γδ differentiation (14) also points towards stochastic selection. This does not rule out the role of selection because the appropriate antigen presenting cell may still be required for γδ maturation.

Not only do a large fraction of γδ thymocytes appear to be derived from distinct DN1 thymocytes prior to TCR signaling, but we also observed compartmentalization of effector outcomes (**Figure 8**). Unlike αβ T cells, γδ T cells are thought to acquire their effector potential in the thymus rather than upon antigen exposure in secondary lymphoid organs (40). Although none of the DN1 subpopulations expressed definitive markers of specific mature T cell populations, we observed substantial transcriptomic overlap between the IL-17-primed DN1 subpopulations with mature IL-17-expressing γδ thymocytes and between the IFNγ-primed DN1 subpopulations with mature IFNγ-expressing γδ thymocytes. Expression of key transcription factors was notable. We showed that DN1d thymocytes express many of the transcription factors that are expressed by mature IL-17-producing γδ thymocytes but not IFNγ-producing thymocytes, like *Bcl11b, Etv5, Sox13, Rcf7, Rorc, and Maf*. SOX13 has previously been shown to be an important lineage determining factor for the neonatal IL-17A-producing cells (18). It is thought to act in concert with other transcription factors like BC11B, TCF7, RORγδ and c-MAF to specify the IL-17A-effector program in γδ T cells (18, 41).

**Figure 8:**
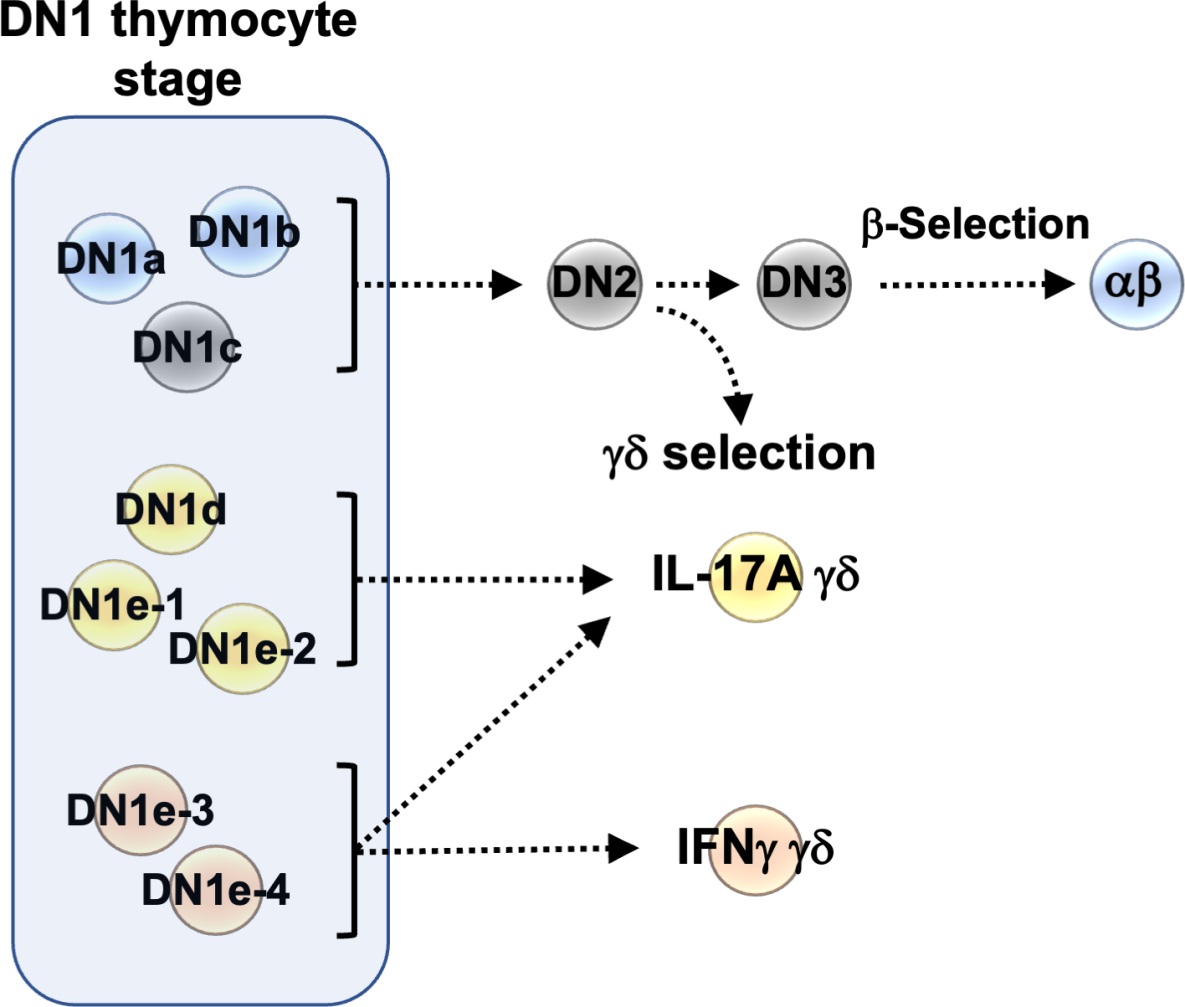
Graphical summary of the heterogeneity of DN1 thymocytes.

While DN1e-1 and DN1e-2 thymocytes were also biased towards a Vγ2^+^ IL-17A-producing γδ T cell fate, only DN1e-3 and DN1e-4 thymocytes displayed the plasticity to also produce Vγ1.1^+^ IFNγ^+^ cells. This plasticity is likely to involve the differential expression of transcription factors that contribute to distinct effector fates. Although all four DN1e subpopulations expressed *Stat1*, DN1e-1 and DN1e-2 also expressed *Maf*. c-MAF is known to positively regulate IL-17A-producing γδ T cell development (42), whereas a lack of c-MAF expression by γδ T cells correlates with increased IFNγ expression (42–44). Furthermore DN1e-1 cells were found to express *Gata3*, encoding another important regulator of IFNγ expression (45). The interplay between transcription factors may thus be key to lineage decisions. Thus, critical components of the IL-17 or IFNγ-producing γδ T cell transcriptional programs appear to be already in place within distinct DN1 subpopulations, suggesting that predetermination contributes to γδ effector subset differentiation. Interestingly, Shibata et al. previously showed that the DN2 thymocyte stage contains a heterogenous mixture of γδ T cell precursors that give rise to either IL-17 producers or non-producers (46), thus further suggesting that γδ effector outcomes may indeed be hardwired from these stages in T cell development. Further analysis of chromatin states and epigenetic mechanisms associated with these transcription factors will likely be valuable for revealing the regulatory cascades that drive the different γδ effector outcomes.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics statement

The animal study was reviewed and approved by St Vincent’s Hospital Animal Ethics Committee.

## Author contributions

Conceptualization, SO, SN, DG, and MC; Methodology, SO, XL, ST, ML, JS, SB, and MC; Software, XL; Validation: SO and XL; Formal Analysis, SO and XL; Investigation, SO, XL, ST, ML, JS, and SB; Data Curation, XL and ST; Writing - Original Draft, SO, XL, and ST; Writing – Review and Editing, SN, DG, and MC; Visualization, SO and XL; Supervision, MC; Funding Acquisition, MC. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Distinct subpopulations of DN1 thymocytes exhibit preferential γδ T lineage potential
**Source:** Front Immunol. 2023 Apr 3;14:1106652. doi: 10.3389/fimmu.2023.1106652
**Supplement:** Supplementary file 1

**SUPPLEMENTARY TABLE 1: Antibodies used for study**

| <b>Antibody</b>               | <b>Clone</b> |
|-------------------------------|--------------|
| Anti-mouse B220               | RA3-6B2      |
| Anti-mouse CD117              | ACK2         |
| Anti-mouse CD11b              | M1/70        |
| Anti-mouse CD11c              | N418         |
| Anti-mouse CD24               | M1/69        |
| Anti-mouse CD25               | PC61.5       |
| Anti-mouse CD317              | eBio927      |
| Anti-mouse CD3e               | 145-2C11     |
| Anti-mouse CD4                | RM4-5        |
| Anti-mouse CD4                | RM4-5        |
| Anti-mouse CD44               | IM7          |
| Anti-mouse CD53               | OX-79        |
| Anti-mouse CD8 $\alpha$       | 53-6.7       |
| Anti-mouse CD90.2             | 53-2.1       |
| Anti-mouse IFN $\gamma$       | XMG1.2       |
| Anti-mouse IL-17A             | eBio17B7     |
| Anti-mouse Ly6d               | 49-H4        |
| Anti-mouse Sca1               | D7           |
| Anti-mouse NK1.1              | PK136        |
| Anti-mouse NKG2D              | CX5          |
| Anti-mouse TCR $\beta$        | H57-597      |
| Anti-mouse TCR $\gamma\delta$ | eBioGL3      |
| Anti-mouse TCRV $\gamma$ 1.1  | 2.11         |
| Anti-mouse TCRV $\gamma$ 2    | UC3-10A6     |

**SUPPLEMENTARY TABLE 2.** *P*-values comparing  $\alpha\beta$  versus  $\gamma\delta$  differentiation from DN1 subpopulations after 14d on OP9-DL1 monolayer (related to Figure 4B)

| Comparing % CD8 <sup>+</sup>                |      |      |      |      |      |      |      |      |      |
|---------------------------------------------|------|------|------|------|------|------|------|------|------|
| <i>p-value</i>                              | DN1  | 1a   | 1b   | 1c   | 1d   | 1e-1 | 1e-2 | 1e-3 | 1e-4 |
| DN1                                         |      | ns   | **** | **** | **** | **** | **** | **** | **** |
| 1a                                          | ns   |      | **** | **** | **** | **** | **** | **** | **** |
| 1b                                          | **** | **** |      | ns   | **** | **** | **** | **** | **** |
| 1c                                          | **** | **** | ns   |      | **** | **** | **** | **** | **** |
| 1d                                          | **** | **** | **** | **** |      | ns   | ns   | ns   | ns   |
| 1e-1                                        | **** | **** | **** | **** | ns   |      | ns   | ns   | ns   |
| 1e-2                                        | **** | **** | **** | **** | ns   | ns   |      | ns   | ns   |
| 1e-3                                        | **** | **** | **** | **** | ns   | ns   | ns   |      | ns   |
| 1e-4                                        | **** | **** | **** | **** | ns   | ns   | ns   | ns   |      |
| Comparing % TCR $\gamma\delta$ <sup>+</sup> |      |      |      |      |      |      |      |      |      |
| <i>p-value</i>                              | DN1  | 1a   | 1b   | 1c   | 1d   | 1e-1 | 1e-2 | 1e-3 | 1e-4 |
| DN1                                         |      | ns   | ns   | ns   | ns   | **** | ***  | *    | **** |
| 1a                                          | ns   |      | ns   | ns   | *    | **** | **** | **** | **** |
| 1b                                          | ns   | ns   |      | ns   | *    | **** | **** | **** | **** |
| 1c                                          | ns   | ns   | ns   |      | ns   | **** | **** | **** | **** |
| 1d                                          | ns   | *    | *    | ns   |      | **   | ns   | ns   | ns   |
| 1e-1                                        | **** | **** | **** | **** | **   |      | ns   | *    | ns   |
| 1e-2                                        | **** | **** | **** | **** | ns   | ns   |      | ns   | ns   |
| 1e-3                                        | *    | **** | **** | **** | ns   | *    | ns   |      | ns   |
| 1e-4                                        | ***  | **** | **** | **** | ns   | ns   | ns   | ns   |      |

The data was analyzed by one-way analysis of variance (ANOVA). ns = not significant, \**P*<0.05, \*\**P*<0.01, \*\*\* *P*<0.001, \*\*\*\* *P*<0.0001.

**SUPPLEMENTARY TABLE 3.** *P*-values comparing  $\alpha\beta$  versus  $\gamma\delta$  differentiation from DN1 subpopulations after 20d on OP9-DL1 monolayer (related to Figure 4B)

| Comparing % CD8 <sup>+</sup>                |      |      |      |      |      |      |      |      |      |
|---------------------------------------------|------|------|------|------|------|------|------|------|------|
| <i>p-value</i>                              | DN1  | 1a   | 1b   | 1c   | 1d   | 1e-1 | 1e-2 | 1e-3 | 1e-4 |
| DN1                                         |      | ns   | ns   | **** | **** | **** | **** | **** | **** |
| 1a                                          | ns   |      | ns   | **** | **** | **** | **** | **** | **** |
| 1b                                          | ns   | ns   |      | **** | **** | **** | **** | **** | **** |
| 1c                                          | **** | **** | **** |      | **** | **** | **** | **** | **** |
| 1d                                          | **** | **** | **** | **** |      | ns   | ns   | ns   | ns   |
| 1e-1                                        | **** | **** | **** | **** | ns   |      | ns   | ns   | ns   |
| 1e-2                                        | **** | **** | **** | **** | ns   | ns   |      | ns   | ns   |
| 1e-3                                        | **** | **** | **** | **** | ns   | ns   | ns   |      | ns   |
| 1e-4                                        | **** | **** | **** | **** | ns   | ns   | ns   | ns   |      |
| Comparing % TCR $\gamma\delta$ <sup>+</sup> |      |      |      |      |      |      |      |      |      |
| <i>p-value</i>                              | DN1  | 1a   | 1b   | 1c   | 1d   | 1e-1 | 1e-2 | 1e-3 | 1e-4 |
| DN1                                         |      | ns   | ns   | ns   | ns   | **** | **** | *    | ***  |
| 1a                                          | ns   |      | ns   | ns   | **   | **** | **** | ***  | **** |
| 1b                                          | ns   | ns   |      | ns   | ***  | **** | **** | **** | **** |
| 1c                                          | ns   | ns   | ns   |      | ns   | **** | **** | ns   | *    |
| 1d                                          | ns   | **   | ***  | ns   |      | *    | **   | ns   | ns   |
| 1e-1                                        | **** | **** | **** | **** | *    |      | ns   | **   | ns   |
| 1e-2                                        | **** | **** | **** | **** | **   | ns   |      | ***  | *    |
| 1e-3                                        | *    | ***  | **** | ns   | ns   | **   | ***  |      | ns   |
| 1e-4                                        | ***  | **** | **** | *    | ns   | ns   | *    | ns   |      |

The data was analyzed by one-way analysis of variance (ANOVA). ns = not significant, \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

**SUPPLEMENTARY TABLE 4.** *P*-values comparing  $\alpha\beta$  versus  $\gamma\delta$  differentiation from DN2 subpopulations after 14d on OP9-DL1 monolayer (related to Figure 4D)

| Comparing % CD8 <sup>+</sup>                |      |      |      |      |      |      |      |      |      |      |      |      |
|---------------------------------------------|------|------|------|------|------|------|------|------|------|------|------|------|
| <i>p-value</i>                              | DN2  | 2a-1 | 2a-2 | 2a-3 | 2a-4 | 2b-1 | 2b-2 | 2b-3 | 2b-4 | 2b-5 | 2b-6 | 2b-7 |
| DN2                                         |      | *    | **** | ***  | **** | ns   | ns   | ***  | ns   | ns   | ns   | ns   |
| 2a-1                                        | *    |      | ns   | ns   | ns   | **** | ns   | **** | ***  | **   | ns   | **** |
| 2a-2                                        | **** | ns   |      | ns   | ns   | **** | ***  | **** | **** | **** | ns   | **** |
| 2a-3                                        | ***  | ns   | ns   |      | ns   | **** | ***  | **** | **** | **** | ns   | **** |
| 2a-4                                        | **** | ns   | ns   | ns   |      | **** | **** | **** | **** | **** | ns   | **** |
| 2b-1                                        | ns   | **** | **** | **** | **** |      | *    | ns   | ns   | ns   | **** | ns   |
| 2b-2                                        | ns   | ns   | ***  | ***  | **** | *    |      | **** | ns   | ns   | ns   | ns   |
| 2b-3                                        | ***  | **** | **** | **** | **** | ns   | **** |      | *    | ***  | **** | ns   |
| 2b-4                                        | ns   | ***  | **** | **** | **** | ns   | ns   | *    |      | ns   | **   | ns   |
| 2b-5                                        | ns   | ***  | **** | **** | **** | ns   | ns   | ***  | ns   |      | *    | ns   |
| 2b-6                                        | ns   | ns   | ns   | ns   | ns   | **** | ns   | **** | **   | *    |      | ***  |
| 2b-7                                        | ns   | **** | **** | **** | **** | ns   | ns   | ns   | ns   | ns   | ***  |      |
| Comparing % TCR $\gamma\delta$ <sup>+</sup> |      |      |      |      |      |      |      |      |      |      |      |      |
| <i>p-value</i>                              | DN2  | 2a-1 | 2a-2 | 2a-3 | 2a-4 | 2b-1 | 2b-2 | 2b-3 | 2b-4 | 2b-5 | 2b-6 | 2b-7 |
| DN2                                         |      | ns   | *    | *    | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   |
| 2a-1                                        | ns   |      | *    | *    | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   |
| 2a-2                                        | *    | *    |      | ns   | ns   | **   | *    | ***  | ns   | ns   | ns   | *    |
| 2a-3                                        | *    | *    | ns   |      | ns   | *    | ns   | **   | ns   | ns   | ns   | ns   |
| 2a-4                                        | ns   | ns   | ns   | ns   |      | ns   | ns   | *    | ns   | ns   | ns   | ns   |
| 2b-1                                        | ns   | ns   | **   | *    | ns   |      | ns   | ns   | ns   | ns   | ns   | ns   |
| 2b-2                                        | ns   | ns   | *    | ns   | ns   | ns   |      | ns   | ns   | ns   | ns   | ns   |
| 2b-3                                        | ns   | ns   | ***  | **   | *    | ns   | ns   |      | ns   | ns   | ns   | ns   |
| 2b-4                                        | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   |      | ns   | ns   | ns   |
| 2b-5                                        | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   |      | ns   | ns   |
| 2b-6                                        | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   |      | ns   |
| 2b-7                                        | ns   | ns   | *    | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   |      |

The data was analyzed by one-way analysis of variance (ANOVA). ns = not significant, \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

**SUPPLEMENTARY TABLE 5.** *P*-values comparing  $\alpha\beta$  versus  $\gamma\delta$  differentiation from DN2 subpopulations after 20d on OP9-DL1 monolayer (related to Figure 4D)

| Comparing % CD8 <sup>+</sup>                |     |      |      |      |      |      |      |      |      |      |      |      |
|---------------------------------------------|-----|------|------|------|------|------|------|------|------|------|------|------|
| <i>p</i> -value                             | DN2 | 2a-1 | 2a-2 | 2a-3 | 2a-4 | 2b-1 | 2b-2 | 2b-3 | 2b-4 | 2b-5 | 2b-6 | 2b-7 |
| DN2                                         |     | ns   | ns   | ns   | ns   | ns   | ns   | ns   | *    | *    | ns   | ns   |
| 2a-1                                        | ns  |      | ns   | ns   | ns   | ns   | ns   | ns   | **   | **   | ns   | ns   |
| 2a-2                                        | ns  | ns   |      | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   |
| 2a-3                                        | ns  | ns   | ns   |      | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   |
| 2a-4                                        | ns  | ns   | ns   | ns   |      | ns   | ns   | ns   | ns   | ns   | ns   | ns   |
| 2b-1                                        | ns  | ns   | ns   | ns   | ns   |      | ns   | ns   | **   | **   | ns   | ns   |
| 2b-2                                        | ns  | ns   | ns   | ns   | ns   | ns   |      | ns   | ns   | ns   | ns   | ns   |
| 2b-3                                        | ns  | ns   | ns   | ns   | ns   | ns   | ns   |      | ns   | ns   | ns   | ns   |
| 2b-4                                        | *   | **   | ns   | ns   | ns   | **   | ns   | ns   |      | ns   | ns   | **   |
| 2b-5                                        | *   | **   | ns   | ns   | ns   | **   | ns   | ns   | ns   |      | ns   | ***  |
| 2b-6                                        | ns  | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   |      | ns   |
| 2b-7                                        | ns  | ns   | ns   | ns   | ns   | ns   | ns   | ns   | **   | ***  | ns   |      |
| Comparing % TCR $\gamma\delta$ <sup>+</sup> |     |      |      |      |      |      |      |      |      |      |      |      |
| <i>p</i> -value                             | DN2 | 2a-1 | 2a-2 | 2a-3 | 2a-4 | 2b-1 | 2b-2 | 2b-3 | 2b-4 | 2b-5 | 2b-6 | 2b-7 |
| DN2                                         |     | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   |
| 2a-1                                        | ns  |      | **   | ns   | ns   | ns   | ns   | ns   | **   | ns   | ns   | ns   |
| 2a-2                                        | ns  | **   |      | **   | ns   | ns   | ns   | ns   | ns   | **   | *    | ns   |
| 2a-3                                        | ns  | ns   | ns   |      | ns   | ns   | ns   | ns   | **   | ns   | ns   | ns   |
| 2a-4                                        | ns  | ns   | ns   | ns   |      | ns   | ns   | ns   | *    | ns   | ns   | ns   |
| 2b-1                                        | ns  | ns   | ns   | ns   | ns   |      | ns   | ns   | ns   | ns   | ns   | ns   |
| 2b-2                                        | ns  | ns   | ns   | ns   | ns   | ns   |      | ns   | *    | ns   | ns   | ns   |
| 2b-3                                        | ns  | ns   | ns   | ns   | ns   | ns   | ns   |      | ns   | ns   | ns   | ns   |
| 2b-4                                        | ns  | **   | ns   | **   | *    | ns   | *    | ns   |      | **   | *    | ns   |
| 2b-5                                        | ns  | ns   | **   | ns   | ns   | ns   | ns   | ns   | **   |      | ns   | ns   |
| 2b-6                                        | ns  | ns   | *    | ns   | ns   | ns   | ns   | ns   | *    | ns   |      | ns   |
| 2b-7                                        | ns  | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   | ns   |      |

The data was analyzed by one-way analysis of variance (ANOVA). ns = not significant, \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

**SUPPLEMENTARY TABLE 6.** *P*-values comparing V $\gamma$ 1.1<sup>+</sup> TCR $\gamma\delta$  versus V $\gamma$ 2<sup>+</sup> TCR $\gamma\delta$  cells produced from DN1 subpopulations after 14d on OP9-DL1 monolayer (related to Figure 4D)

| Comparing % V $\gamma$ 1.1 <sup>+</sup> TCR $\gamma\delta$ |      |      |    |      |      |      |      |
|------------------------------------------------------------|------|------|----|------|------|------|------|
| <i>p</i> -value                                            | DN1  | 1c   | 1d | 1e-1 | 1e-2 | 1e-3 | 1e-4 |
| DN1                                                        |      | ns   | ns | **** | ***  | ns   | ns   |
| 1c                                                         | ns   |      | *  | **** | **** | ns   | *    |
| 1d                                                         | ns   | *    |    | *    | *    | ns   | ns   |
| 1e-1                                                       | **** | **** | *  |      | ns   | **** | **   |
| 1e-2                                                       | ***  | **** | *  | ns   |      | ***  | **   |
| 1e-3                                                       | ns   | ns   | ns | **** | ***  |      | ns   |
| 1e-4                                                       | ns   | *    | ns | **   | **   | ns   |      |
| Comparing % V $\gamma$ 2 <sup>+</sup> TCR $\gamma\delta$   |      |      |    |      |      |      |      |
| <i>p</i> -value                                            | DN1  | 1c   | 1d | 1e-1 | 1e-2 | 1e-3 | 1e-4 |
| DN1                                                        |      | ns   | ns | ns   | ns   | ns   | ns   |
| 1c                                                         | ns   |      | ns | ns   | ns   | ns   | ns   |
| 1d                                                         | ns   | ns   |    | ns   | ns   | ns   | ns   |
| 1e-1                                                       | ns   | ns   | ns |      | ns   | ns   | ns   |
| 1e-2                                                       | ns   | ns   | ns | ns   |      | ns   | ns   |
| 1e-3                                                       | ns   | ns   | ns | ns   | ns   |      | ns   |
| 1e-4                                                       | ns   | ns   | ns | ns   | ns   | ns   |      |

The data was analyzed by one-way analysis of variance (ANOVA). ns = not significant, \* *P*<0.05, \*\* *P*<0.01, \*\*\* *P*<0.001, \*\*\*\* *P*<0.0001.

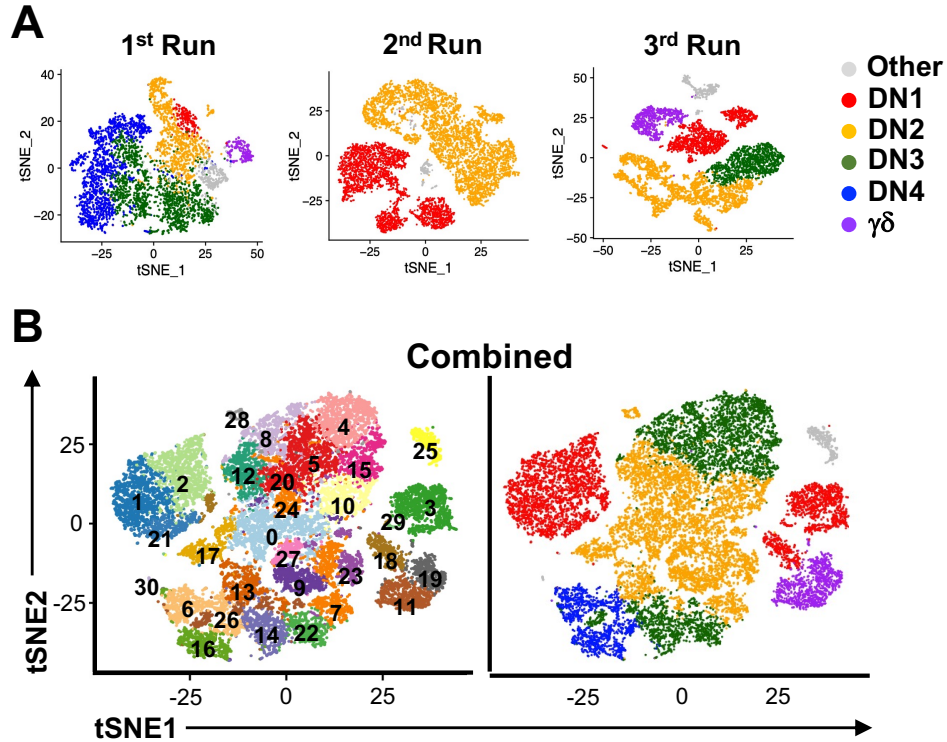

**SUPPLEMENTARY FIGURE 1.** t-SNE projection of the 10x scRNAseq data shown in Figure 1. **(A)** The three separate datasets were color-coded to DN developmental stage or TCR $\gamma\delta$ <sup>+</sup> thymocytes or other (non-thymocytes). **(B)** The three datasets were integrated with SCTransform, then clustered with Seurat at a resolution of 2.0. The resulting clusters (left plot) were then annotated to DN developmental stage, TCR $\gamma\delta$ <sup>+</sup> thymocytes or other (non-thymocytes) (right plot).

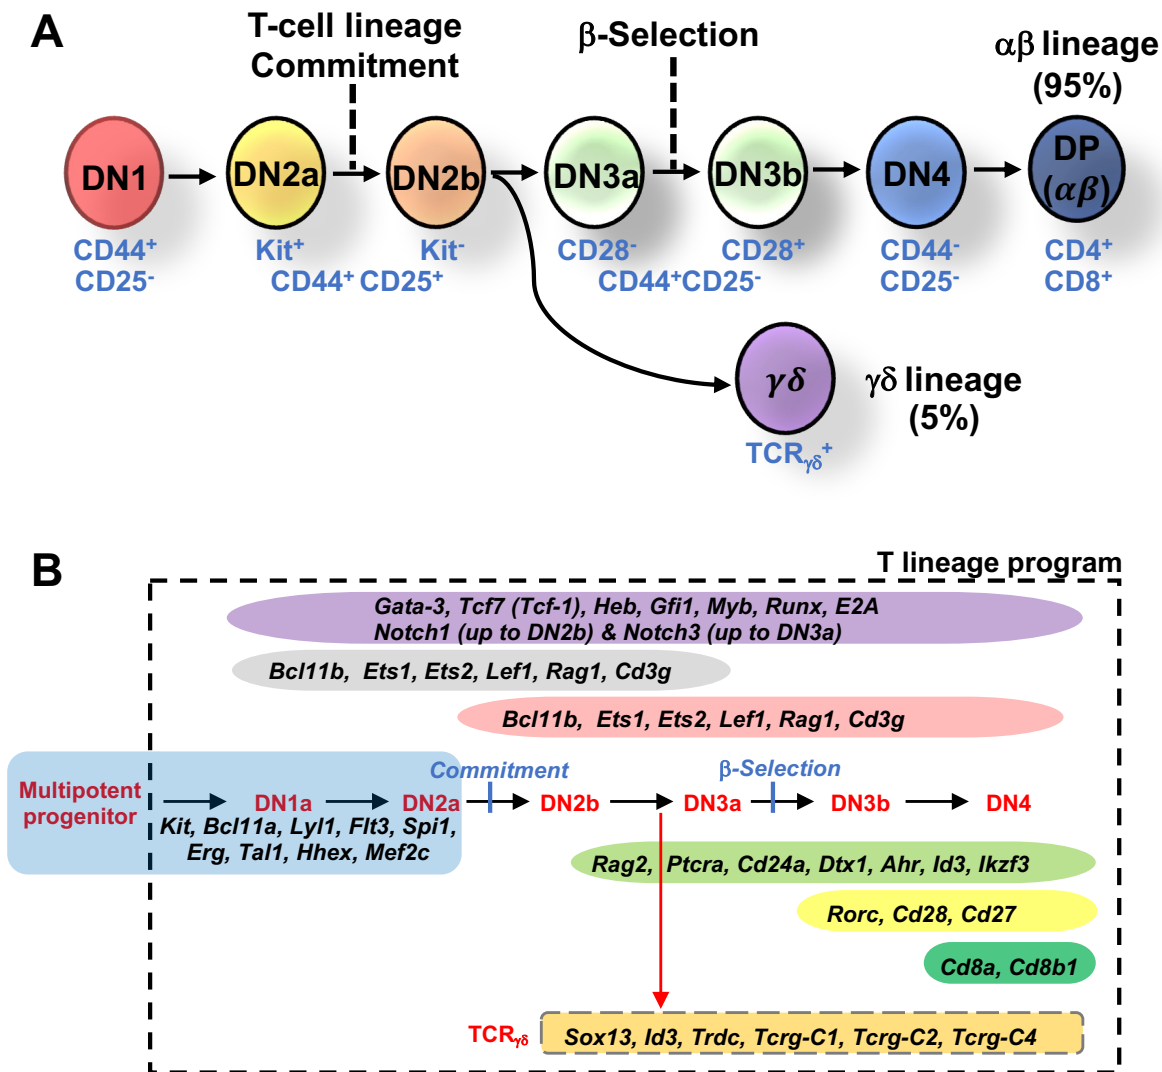

**SUPPLEMENTARY FIGURE 2.** The standard model of murine T cell development. **(A)** T cells are divided into two main lineages, αβ and γδ T cells, which are defined by T cell receptor (TCR) chain expression. Shown is a schematic overview of early T cell development, which is divided into four stages, termed double negative (DN) 1 to 4, based on expression of key cell surface markers. **(B)** The key cell surface markers are indicated. The current model assumes the γδ lineage branches off from αβ lineage at DN2b>DN3a, when *Tcrb/g/d* gene rearrangements occur. Also shown is a summary of the expression patterns of key marker genes that define the DN stages of T cell development as defined at a population level.

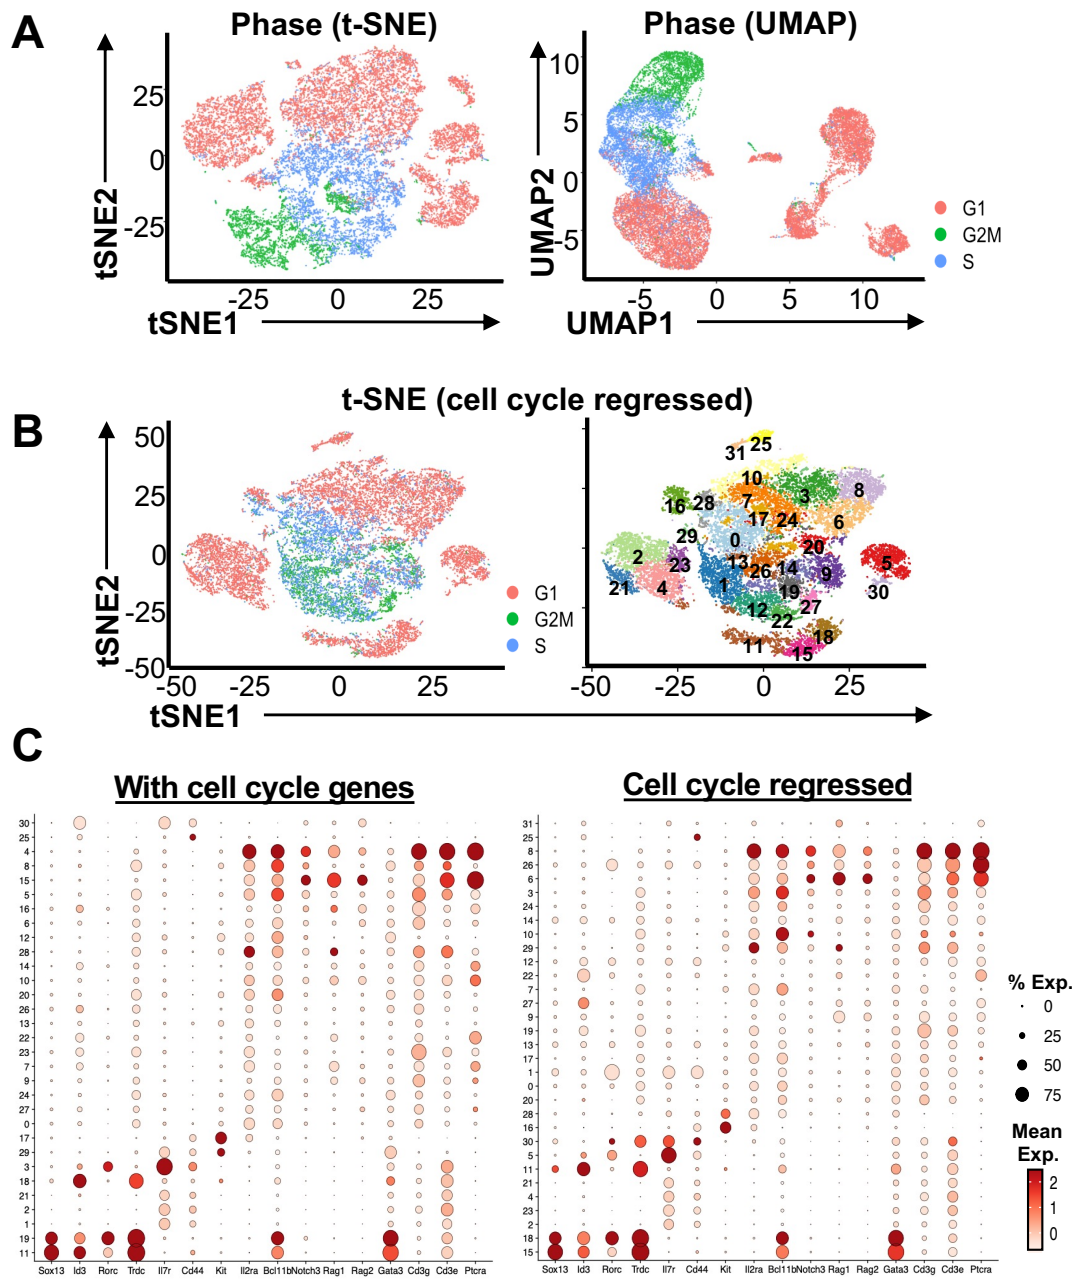

**SUPPLEMENTARY FIGURE 3.** Cell cycle has a minimal impact on the clustering of the DN thymocyte scRNA-seq data. **(A)** t-SNE (left) and UMAP (right) visualization of the integrated scRNA-seq data derived from the three 10X runs of DN and TCR $\gamma\delta^+$  thymocytes. Each cell was tagged as in G1, G2/M or S phase based on expression of cell cycle genes. **(B)** Cell cycle genes were first regressed out using Seurat's built-in regression model and clustered. The cells were then retagged to cell cycle stage (left). 31 distinct clusters were resolved (right). **(C)** Dot plot showing the expression of key markers genes across the clusters comparing the output with cell cycle genes left in or regressed out. Dot size indicates the percentage of cells within the cluster expressing the gene, while color saturation indicates average expression.

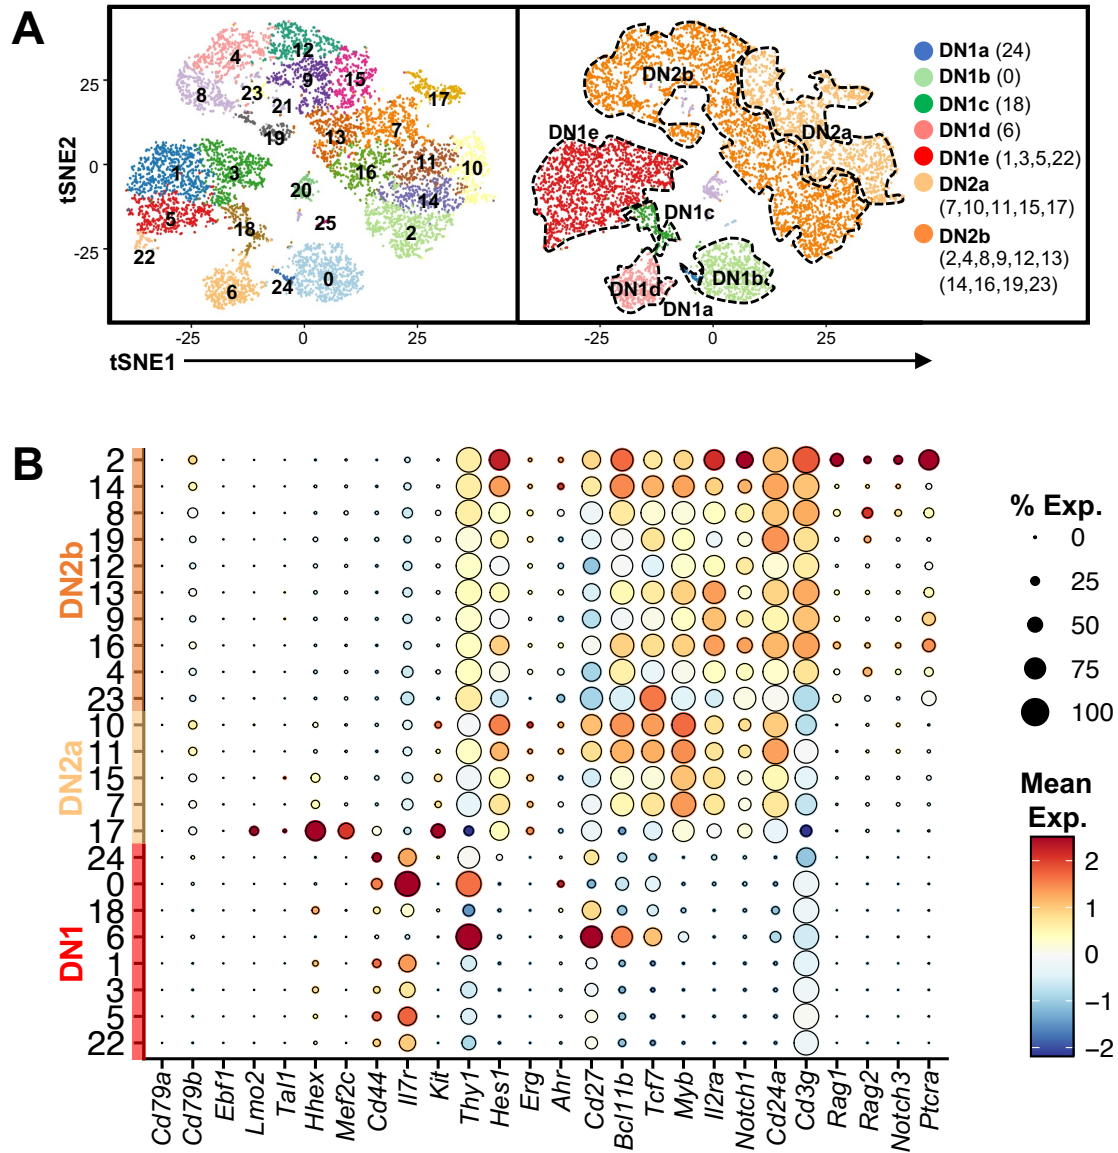

**SUPPLEMENTARY FIGURE 4.** Single-cell analysis of DN1 and DN2 thymocytes. **(A)** t-SNE projection of the data in Figure 4A. **(B)** Dot plot showing the expression of key markers genes previously shown to be differentially expressed between DN1, DN2a and DN2b. Cluster 20, 21 and 25 were identified as non-thymocytes (doublets and B cells) and were removed from downstream analyses.

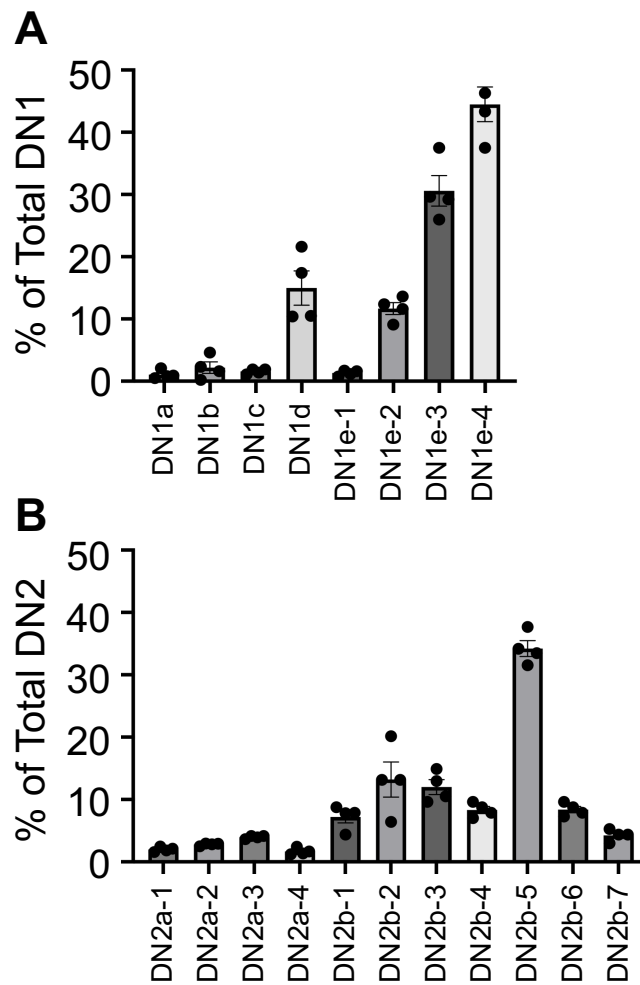

**SUPPLEMENTARY FIGURE 5.** Reproducible identification of the **(A)** eight DN1 and **(B)** 11 DN2 subpopulations by flow cytometry. Shown is the mean  $\pm$  S.E.M., with individual experimental points.

How the deposited data were processed for this re-analysis (not part of the article)

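The 3 libraries hold thymocytes of C57BL/6 mice, each from 4 thymi pooled before sorting. The first run was sorted for total DN and TCRγδ+ thymocytes, the second for DN1 and DN2 thymocytes without TCRγδ+ cells, and the third held DN1 and DN2, DN3 and TCRγδ+ thymocytes that were mixed after sorting. Each sort was made once.

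The authors aligned the reads to the mm10 transcriptome with Cell Ranger and deposited UMI counts per gene and cell, in whole numbers and without normalization. The third run was counted with version 4.0.0, as its header gives. For the other two, the paper names v2.1.1 and v4.0.0 without saying which was used. Cells had been called by Cell Ranger, while no filter on genes or mitochondrial counts and no removal of doublets had been applied to the counts. The numbers of cells and the median UMIs and genes per cell were checked against Table 1 and were equal to it. The runs list 28692, 28692 and 32285 genes.

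Cells with 500 to 5000 genes and at most 7% mitochondrial counts were kept. Doublets were scored by Scrublet in scanpy 1.11.5. Monocle 2, Slingshot and DoubletFinder were not run. The first and second runs were each log-normalized in Seurat 5.3.0, with 2000 variable genes, 15 and 11 principal components, respectively, and Louvain clustering at a resolution of 2.0. Table 1 gives another number of variable genes for the first run, and the third run was not clustered alone. The runs were integrated after SCTransform (sctransform 0.4.2) with 3000 genes and canonical correlation anchors over 30 dimensions, and 12 principal components were clustered. Graphs used 20 neighbors.

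A cluster took the name of another cell type when at least 3 of the markers of that type were at 50 CPM or more and at least 4-fold above the median cluster. It was named γδ when Trdc and Id3 were both at least 2-fold above the median cluster and 3 of the γδ markers were at 10 CPM or more. Any other cluster took the stage with the highest mean z score of its markers, with the sign turned for markers that should be low. Except for the names of other cell types, clusters with fewer than 50 cells were left without a name, as were clusters whose leading genes held more markers of another stage, of γδ or of another of these cell types. These types were B cells, myeloid or dendritic, plasmacytoid dendritic, erythroid, and stromal or epithelial cells, so that no cluster could be named for natural killer cells or innate lymphoid cells. In the second run, only DN1 and DN2 were allowed. The markers were set before the data were examined, and the way of scoring them was set after the data had been seen. A DN1-like cluster whose markers scored highest for DN1b was called Ly6a-high instead when its Kit was below 10 CPM.

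Counts were summed per run and cluster for clusters with at least 20 cells in each run. Tests used edgeR 4.0.16 with limma 3.58.1 in R 4.3.3, with TMM normalization, filterByExpr, the quasi-likelihood F test (two-sided) and Benjamini-Hochberg adjustment over all genes tested, at a threshold of 0.05. Genes used as clustering features were not tested. The run was a block, since the clusters of a run come from 1 library, and the block was taken from the run of each sum. To check the block, the difference between the 2 runs was compared across genes from cluster to cluster, and its correlation was 0.77 for the γδ clusters (4 libraries) and had a median of 0.73 over the pairs of DN1-like clusters (14 libraries), where the lowest was 0.517. The median dispersion was 0.0136 and 0.00696, and the prior degrees of freedom were 10.9 and 41.3, respectively. With 4 sums and a block, the γδ comparison has 1 residual degree of freedom, so that its errors rest mostly on the trend over all genes. Cells of the third run were assigned to the DN1-like clusters of the second by label transfer, and 99.3% of those assigned to DN1d and 62.8% of those assigned to DN1c lay in the γδ clusters of the integrated data. They were thus chosen for their likeness to these clusters. The p-values of the DN1 comparison therefore do not measure the spread between independent sorts. DESeq2 1.42.0 was used as an alternative.

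The γδ and DN1 comparisons were tested on simulated data with the same depths and the dispersions above. For the γδ comparison, edgeR recovered 169 of 199 changed genes with 7 false among 176 calls, and DESeq2 recovered 78 with 0 false calls. For 1 DN1-like cluster against the others, edgeR recovered 197 of 200 with 6 false among 203 calls, and DESeq2 recovered 189 with 1 false among 190. Apart from the changed genes, each gene was simulated from 1 mean level, without a difference between runs and without clustering. The simulation thus cannot give the rate of false calls in the real comparisons.

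A list of genes was summarized by its median difference in log2(CPM + 1), and compared with 10000 random lists drawn among the 100 genes nearest in mean level to each gene. The named genes were chosen by a rule set before the data were examined. It takes every gene that the Results text names for a comparison and, among genes that were not clustering features, the 5 largest changes in each direction with an adjusted p-value under 0.05 and the same direction in every run. Genes read from a figure alone were reported singly. Some genes that the rule takes are not reported here. For shares of cells with a UMI, each cell was thinned to 2000 UMIs. Other software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9, and RANN 2.6.2 and Matrix 1.6.5 in R.

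The alternatives varied the limits on cells, the removal of doublets, the resolution, the number of principal components, the clustering genes, the random seed, the number of neighbors, the depth of the cells, the test, the filter on low counts, the block, the run, the assignment of the cells of the third run, the pseudocount and the summary of a list. Cell barcoding, OP9-DL1 and fetal thymic organ cultures, cytokine measurements and flow cytometry were not analysed here.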

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

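Of the tests in this part, those of free RNA, innate-like T cells, early progenitors, lymphoid cells without a T cell receptor and mice of 1 sex per run were chosen only after the result was seen.

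Trac, which the paper does not discuss, gave a signal in the DN1-like cells of the second run. In 6 of the 7 DN1-like clusters, all but DN1d, it was at 869.6 CPM or more, and it was at 13.5 CPM or less in each DN2-like cluster. Free RNA in the droplets would reach all cells of the library, and the lowest of the 6 clusters was 64.4-fold above the highest DN2-like cluster. Doublets would affect few cells and have more UMIs. A Trac UMI was found in 82.05% of the cells of the 6 clusters after thinning to 2000 UMIs (88.1% without thinning) and in 1.77% (6.34%) of DN2-like cells, with no cell left out. The median cell of the 6 clusters had 2877 UMIs, compared with 6355 UMIs in DN2-like cells, and the doublets removed were 8.47% of the run. Both explanations are argued against as the whole cause. In B cell-like cells, which should lack the gene, the share was 12.0% (24.0% without thinning) at a median of 11307 UMIs. The 9 genes of innate-like T cells had a median log2 difference of 3.86 between DN1-like and DN2-like clusters, higher than all random lists, and 7 of the 9 were higher. Of the most abundant, Cxcr6 was at 909.3 CPM and Icos at 786.4 CPM in the Ly6a-high cluster, and Klrb1c at 472.4 CPM in DN1e-4. One of the 9 genes stands in another list, and 1 is at 10 CPM or more in the median DN2-like cluster. Innate-like T cells within the DN1 sort may thus contribute to these clusters. Transcription of Trac in DN1 progenitors stays open, since no condition of the design separates it from such cells.

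Trdc was at 3117 CPM in the DN1d-like cluster of the second run, which was sorted without TCRγδ+ cells, and the paper does not report on the gene in these cells. The next DN1-like cluster had 818.9 CPM, 3.81-fold less, which argues against free RNA as the whole cause. A Trdc UMI was found in 95.9% of DN1d-like cells after thinning (97.9% without, median 2731 UMIs), in 57.9% of DN2-like cells (83.4% without, median 6355 UMIs) and in 8.0% of B cell-like cells (16.0% without, median 11307 UMIs). If γδ thymocytes had been left after the sort, transcripts of variable genes would be found too. Variable genes made up 1.77% (1.49% to 2.08%) of the TCRγ and TCRδ counts in the DN1d-like cluster and 2.20% (1.74% to 2.73%) in the first γδ cluster of the first run, a ratio of 0.804. They made up 0.295% in DN2-like clusters, and 12.6% in the first γδ cluster of the third run. The DN1d-like cluster may thus hold γδ thymocytes that were left after the sort. Expression of these genes by DN1d progenitors was not tested and stays open.

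Il23r, outside the genes the paper discusses, was at 60.7 CPM (51.8 to 70.7) in the Ly6a-high cluster of the second run, and 1 UMI was counted in the other DN1-like clusters together. A UMI was found in 13.6% of its cells after thinning (20.8% without, median 3687 UMIs) and in 0.0417% of DN2-like cells (0.229% without, median 6355 UMIs). The 8 mature type 17 effector genes had a median of 4.38 above the DN1 mean, and Il17re was at 207.8 CPM. One of the 8 was picked by the study and 2 stand in another list. Lymphoid cells without a T cell receptor would lack Trac, which was at 869.6 CPM here, with a UMI in 63.2% of cells after thinning. The genes of group 3 innate lymphoid cells (ILC3), of which 2 stand in another list, go the other way. Their median was 2.18 above the DN1 mean (random lists -0.22 to 0.43), the highest of the 7 clusters. Early progenitors would be high in progenitor genes. With the listed genes out of the clustering, the median of 11 progenitor genes without Kit was -1.04 in the cluster that held 98.7% of these cells, relative to the mean of the others, and random lists lay between -0.57 and 0.50. In the Ly6a-high cluster as defined, the median of progenitor genes was -0.19 relative to the DN1 mean, within the range of random lists (-0.29 to 0.52). Early progenitors are argued against, since these genes were high in neither comparison. Kit itself was low by the way the cluster was named. Mature T cells, lymphoid cells without a T cell receptor and later progenitors with this program stay open, since no condition of the design separates them.

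Mpo, outside the genes the paper discusses, was at 302.0 CPM (277.7 to 327.9) in the DN2a-like cluster with the highest Kit (214 cells), and at 1.26 CPM or less in the other DN2-like clusters. Cd34, Spi1 and Lyl1 were at 224.4, 188.7 and 177 CPM. With the listed genes out of the clustering, the median of 12 progenitor genes in the DN2a-like cluster with the highest median was 3.99 above the mean of the others, above all random lists, while the highest percentile of a DN1-like cluster was 14.95. Early progenitors of the DN1 sort may thus lie in a cluster named DN2a here. The median of 6 myeloid genes in the same cluster was 2.45 above the mean of the others. It was above all random lists in a DN2b-like and another DN2a-like cluster too, with 1.64 and 1.54, where Mpo was at 0.618 and 0.298 CPM, so that the list is not specific to this cluster. Of the most abundant of these genes, Cst3 was at 294.5 CPM and Cd74 at 84.0 CPM, compared with up to 228.8 and 18.0 CPM in the other DN2-like clusters. Like Mpo, Elane and Ctsg set this cluster apart, with 169.6 and 93.6 CPM, compared with up to 0.41 and 1.85 CPM in the other DN2-like clusters. Of the 6 myeloid genes, 3 are at 10 CPM or more in the median DN2-like cluster, as are 6 of the 15 progenitor genes, of which 2 were picked by the study. Early progenitors and myeloid cells both stay open.

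Xist, outside the genes the paper discusses, was at 1453 CPM in the first run and 1709 CPM in the third, but at 0.0568 CPM in the second (3 UMIs). Ddx3y, Eif2s3y, Uty and Kdm5d, which are Y-linked, were at 64.9, 73.1, 20.4 and 9.19 CPM in the second run. In the first run, 1 UMI of Kdm5d and none of the other Y-linked genes was counted (limit 0.0923 CPM), and in the third none of the 4 (limit 0.0374 CPM). Genes missing from the list of features are argued against, since all 5 are listed in each run. The runs may thus hold mice of 1 sex each, female in the first and the third and male in the second. Sex is then confounded with the sort of the second run, and its effect on the comparisons stays open.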

How the results depend on the processing

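In this part, the alternatives with clusters of at most 200 cells, with the cells of 1 run of the integrated data, with the names of the integrated clusters, with the clustering genes tested as well and with more genes left out of the clustering were chosen only after the result was seen. Where no cause is given, the cause was not tested.

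The cells passing the filters and the clusters of the second run stayed within 1.5-fold of 21879 and 23 under each alternative tried. At a resolution of 1.0, there were 19 clusters in the integrated data and 17 with the cell cycle regressed, since a lower resolution gives fewer clusters.

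The difference in neighbor purity between DN1-like and DN2-like clusters was reversed without removal of doublets (-1.48 percentage points) and at a resolution of 1.0 (-0.417). It was 5.45 at a resolution of 3.0, 2.05 with 20 principal components, 2.23 with all variable genes, 1.37 with another seed, 4.18 with 50 neighbors and 5.69 with at most 200 cells per cluster. The cause was not tested.

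DN1-like cells were no longer the most frequent neighbors of γδ thymocytes in the integrated data when the reported genes were left among the variable genes, with 26.8%, compared with 35.9% for DN2b-like cells. Their share was 39.15% without removal of doublets, 58.1% at a resolution of 3.0, 43.8% with 20 principal components, 44.7% with 50 neighbors and 47.6% for the cells of the first run. In the first run alone, it was 46.7% without removal of doublets, 41.2% with 20 principal components, 36.7% with all variable genes and 41.3% with 50 neighbors, and DN1-like cells were first under each alternative tried. The cause was not tested.

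The log2 ratio of Cd27 between DN4-like and DN3-like clusters was -1.13 without removal of doublets and -1.33 with thinned cells. The adjusted Rand index of clusters with and without regression of the cell cycle was 0.341 without removal of doublets, 0.579 and 0.336 at resolutions of 1.0 and 3.0, 0.488 with 20 principal components, 0.402 with all variable genes and 0.416 with another seed. The cause was not tested.

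Between the γδ clusters, 787 genes differed without removal of doublets, of which 114 were among the 147, and 29.1% were higher in the first cluster. There were 281 genes at a resolution of 1.0 (145 shared), 28 with DESeq2 (28 shared) and 307 with all genes of at least 1 count (147 shared). With the clustering genes tested as well, there were 767 (147 shared) among 8941 genes tested. The genes added were those that defined the clusters. Without the replicate block, there were 0, with 71 at an unadjusted p-value under 0.05, and 0 of the 13 type 17 genes, with 8 at an unadjusted p-value under 0.05. In the first run alone 144, and in the third alone 147, of the 147 genes had the same direction (leave-one-out, from 144 to 147), as did from 13 to 13 of the 13 type 17 genes.

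For the DN1-like clusters, 5783 calls of a gene in a cluster were made with thinned cells, where the depth limits the number, and 1153 without the replicate block. From 9555 to 9781 of the 9807 calls had the same direction in the 2 runs taken singly (leave-one-out). The type 17 genes in DN1d had a median of 2.33 without removal of doublets, 2.53 at a resolution of 1.0 and 2.53 with log2(CPM + 10), each in the mean of both runs, and from 2.93 to 3.38 in the 2 runs taken singly (leave-one-out). The value of the third run, 2.93, is not a separate one, since 692 of the 703 cells of the third run in the first γδ cluster were assigned to DN1d, while 3.38 in the second run was above all random lists.

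Of the single genes, Bst2 in DN1e-2 reversed to 0.80 (adjusted p = 2.54e-05) with the clusters of the integrated data in place of label transfer, against -0.04 in the main comparison, and it was 0.08 with thinned cells (adjusted p = 0.85) and 0.11 without removal of doublets (adjusted p = 0.663). With the integrated clusters, there was no DN1e-1-like cluster among those compared, although 96.55% of DN1e-1-like cells of the second run, with Bst2 at 788.8 CPM, lay in the integrated cluster that also held 57.45% of DN1e-2-like cells. The cells compared thus differ between the 2 ways of assignment. Over all single genes compared and their alternatives, 324 of 394 values kept their direction and side of the threshold, and 70 changed: 55 weaker, 8 stronger, 6 moved and 1 reversed. Of the weaker ones, 36 were without the replicate block and 13 with DESeq2.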

Differences from the paper's values

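With a difference of at least 2-fold and an adjusted p-value under 0.05, 60 genes were higher in the first γδ cluster, against the paper's 93 for cluster 11. Of the alternatives set before the data were examined, those without removal of doublets (114 genes), with a resolution of 1.0 (91) and with all genes of at least 1 count (102) were within 1.5-fold of the paper's number. Thinned cells (52), DESeq2 (16) and a model without the replicate block (0, with 71 genes of either direction at an unadjusted p-value under 0.05) were not.

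In the second γδ cluster, 53 genes were higher, against the paper's 117 for cluster 19. Of the alternatives set before the data were examined, a resolution of 1.0 (82 genes) and all genes of at least 1 count (105) were within 1.5-fold of it. The alternatives without removal of doublets (317), with thinned cells (42), with DESeq2 (11) and without the replicate block (0, with 71 of either direction at an unadjusted p-value under 0.05) were not. With the clustering genes tested as well, an alternative chosen after seeing the data, 245 and 249 genes were higher in the first and second cluster.

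The numbers of clusters lay within 1.5-fold of the paper's. The paper's 19 clusters of the first run were reached with another random seed, its 8 DN1 clusters with another seed and at a resolution of 3.0, and its 10 DN2b clusters without removal of doublets.

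The paper places higher Cd27 in the cells after β-selection. Between the DN4-like and DN3-like clusters of the first run, which are stages and not the states that the paper compares, the log2 ratio was -1.45, and it was negative under each of the 4 alternatives, of which the names of the integrated clusters were chosen after seeing the data.

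The paper finds 1 cluster each for DN1a and DN1b. Neither name was given here, but a DN1b-like cluster was named without removal of doublets. The Ly6a-high cluster scored highest for DN1b and was kept from that name by its low Kit alone.

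The paper states that all DN1e subpopulations overlap with cluster 19. Of the 64 genes higher in the second γδ cluster, 36, 37, 33 and 30 were above the DN1 mean in DN1e-1 to DN1e-4 of the second run. The mean includes DN1c, where 49 were above it, so that these counts are relative to the other DN1-like clusters and do not exclude an overlap.

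The paper describes high Maf in DN1e-1 and DN1e-2, and high Gata3 in DN1e-1. Maf had log2 fold changes of -0.14 (adjusted p = 0.797) and -0.36 (adjusted p = 0.0366) there, and Gata3 had -0.22 (adjusted p = 0.576) in DN1e-1. The sign was positive for Maf in DN1e-1 without removal of doublets (0.05, adjusted p = 0.946), and for Gata3 in DN1e-1 with thinned cells (0.10, adjusted p = 0.924). The mean of the others includes DN1d, with 423 CPM of Maf and 763 CPM of Gata3 in the second run. Among the DN1e-like clusters of that run, Maf was at 112, 80.35, 44.2 and 49.2 CPM in DN1e-1 to DN1e-4. Gata3 was at 187 CPM (136 to 250), 149, 92.3 and 134 CPM in the same order. Within DN1e, the order of these levels thus goes with the paper.

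The paper describes DN1e-3 and DN1e-4 as appearing somewhat similar. With 66 differing genes they were second to DN1e-2 and DN1e-4, with 22, where DN1e-4 held only 81 cells in the third run. With DESeq2, DN1e-3 and DN1e-4 had the fewest, with 8 against 9.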

Other observations

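The tests in this part were chosen only after the result was seen.

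In the second run, the median of 24 interferon response genes was 2.54 above the DN1 mean in DN1e-1, followed by 0.31 in DN1e-2, and it was -0.42 in DN1e-4 and -0.88 in DN1e-3. Of these genes, 7 were picked by the study. When the listed genes were left out of the clustering, 51.7% of DN1e-1-like cells were in 1 cluster, which also held 39.0% of DN1e-2-like and 53.8% of DN1e-4-like cells. Of DN1c-like cells, 49.7% stayed in 1 cluster. The genes of all lists were left out together and other clusters broke up alike, so that it stays open whether the DN1e-1-like cluster rests on its interferon response genes.

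The DN1d-like and DN1c-like cells of the second run that lay in the γδ clusters of the integrated data differed from other DN1-like cells without integration as well. The lower of the 2 clusters had 2.90-fold more Trdc than any other DN1-like cluster (818.9 against 282.5 CPM), and Id3 was at 380.3 CPM or more against 111.5 CPM or less. This argues against the integration as the whole cause. No biological explanation was tested.

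Of the 3144 DN1-like cells of the second run, 71.7% (70.1% to 73.3%) were in DN1d and DN1e and 57.8% in DN1e. The paper's share is of all DN1 thymocytes, which is another denominator.

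Lists of genes were compared between the DN1-like and DN2-like clusters of the second run, as the median log2 difference. It was 4.36 for type 1 effector genes, 3.31 for egress and maturity, 1.92 for natural killer cells and ILC1, 0.90 for the interferon response, 0.76 for mature type 17 effector genes, 0.68 for stress, 0.51 for TCRγ and TCRδ variable genes and 0.28 for ILC3, each above the 95% range of random lists. It was -0.89 for early progenitors and -1.59 for TCRγ and TCRδ constant genes, each below it. Within this range were CD3 chains with 0.54, ILC2 with 0.32, B cells with -0.10, TCRα and TCRβ constant genes with -0.15 and myeloid cells with -0.50.

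The names of the DN1e-like clusters rest on 6 genes, among them Klrk1, and natural killer cells and ILC1 were not among the names. The median of 10 genes of these cells was above the DN1 mean in each DN1e-like cluster of the second run, with 1.06 in DN1e-1, 1.60 in DN1e-2, 1.33 in DN1e-3 and 1.69 in DN1e-4, all above the 95% range of random lists. It was -0.44 in DN1c, -2.04 in the Ly6a-high cluster and -2.49 in DN1d. Of the 10 genes, 4 are in another list and 1 was at 10.0 CPM or more in the median DN2-like cluster, the one with the highest Kit left out.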
